# Diversity amongst trigeminal neurons revealed by high throughput single cell sequencing

**DOI:** 10.1371/journal.pone.0185543

**Published:** 2017-09-28

**Authors:** Minh Q. Nguyen, Youmei Wu, Lauren S. Bonilla, Lars J. von Buchholtz, Nicholas J. P. Ryba

## Abstract

The trigeminal ganglion contains somatosensory neurons that detect a range of thermal, mechanical and chemical cues and innervate unique sensory compartments in the head and neck including the eyes, nose, mouth, meninges and vibrissae. We used single-cell sequencing and in situ hybridization to examine the cellular diversity of the trigeminal ganglion in mice, defining thirteen clusters of neurons. We show that clusters are well conserved in dorsal root ganglia suggesting they represent distinct functional classes of somatosensory neurons and not specialization associated with their sensory targets. Notably, functionally important genes (e.g. the mechanosensory channel Piezo2 and the capsaicin gated ion channel Trpv1) segregate into multiple clusters and often are expressed in subsets of cells within a cluster. Therefore, the 13 genetically-defined classes are likely to be physiologically heterogeneous rather than highly parallel (i.e., redundant) lines of sensory input. Our analysis harnesses the power of single-cell sequencing to provide a unique platform for in silico expression profiling that complements other approaches linking gene-expression with function and exposes unexpected diversity in the somatosensory system.

## Introduction

Somatosensory neurons have cell-bodies in the trigeminal and dorsal root ganglia and respond to a diverse array of thermal, mechanical and chemical stimuli to generate a wide variety of distinct sensations and behavioral responses [1, 2]. These primary sensory neurons differ widely in the morphology of their peripheral and central projections, have a range of axon diameters and conduction velocities and exhibit diverse functional tuning [1, 2]. Many genes have been linked to the detection specificity and response properties of somatosensory neurons. For example, cells expressing the heat sensitive ion channel, Trpv1, are required for normal responses to high temperature [3, 4], whereas those expressing the cool-temperature activated channel, Trpm8, appear dedicated sensors of cold [4–7]. However, functional imaging experiments have hinted at far greater diversity even within these thermosensory populations [8]. For example, four classes of cooling responsive neurons (including one group that only respond after injury) were very recently identified in recordings from the trigeminal ganglion [8]. Does molecular diversity amongst Trpm8-neurons explain this level of functional variability?

Advances in DNA sequencing have made single cell transcriptome (sc-transcriptome) analysis a possibility and potentially transforming approach to address such questions [9]. Until recently, exploiting this technology to obtain sequence from more than a handful of cells was both arduous and very expensive. However, the development of microfluidic approaches like Dropseq [10], Indrop sequencing [11] and commercial platforms (e.g. 10x Genomics) transformed the field by greatly simplifying and reducing the cost of large scale sc-transcriptome analysis. These methods rely on microfluidic co-capture of cells and barcoded primers in nanoliter droplets to differentially label transcripts from thousands of cells. Such sequencing approaches and related combinatorial strategies for barcoding [12] appear ideally suited for exploring how the molecular profiles of neural populations are linked to their functional and morphological diversity. Indeed, Dropseq was initially used to analyze the neurons and receptor cells in the mouse retina, and when extended to sufficient cell numbers, unbiased clustering effectively identified 15 classes of bipolar neurons [13]. Notably, this analysis segregates all the bipolar cell classes that have been demonstrated by morphology, localization studies and painstaking recordings across many groups and years [14] but also identified two new types of bipolar neurons.

Like the retina, somatosensory ganglia provide a rich source of spatially restricted neurons that are particularly attractive for sc-transcriptome analysis. Over the past few years, several studies [15–17] have analyzed single cell transcriptomics of somatosensory neurons isolated from dorsal root ganglia (DRG). These data provide important insight into neural diversity in the DRG, most clearly identifying proprioceptive and itch responsive neurons on the basis of their highly distinct expression profiles. However, several other known functional classes of neurons are less well delineated by gene expression patterns, and, for example, cold responsive neurons (marked by Trpm8 expression) are sparsely represented and are not consistently separated from other types of cells [15–17].

Here, we focused on the trigeminal ganglion, which has several features that differ from DRG, including lack of proprioceptive neurons, differences in embryonic origin as well as innervation of unique sensory environments including the oral and nasal cavities, the eyes, meninges and vibrissae [18]. We used the Dropseq technique [10] to significantly expand the depth of cell coverage in somatosensory sc-transcriptome analysis relative to previous studies [15–17]. Our results demonstrate that unbiased clustering of trigeminal neurons identifies about a dozen stable groupings or neural clusters. Importantly, most of the groups that we identified can be assigned functional roles on the basis of their molecular expression patterns. For example, Trpm8 marks well separated clusters of trigeminal neurons that likely respond to cooling. Thus this trigeminal sc-transcriptome resource provides a valuable in silico approach for examining expression patterns of large numbers of genes and consequently a rapid way to assess the cellular and potential molecular network role of candidate proteins in somatosensory transduction.

## Materials and methods

### Mice and isolation of trigeminal neurons

Animal experiments were carried out in strict accordance with the US National Institutes of Health (NIH) guidelines for the care and use of laboratory animals. This study was approved by the Institutional Animal Care and Use Committee (NIDCR IACUC, protocol number 14–744). FVB/N mice (Harlan) were euthanized by CO_2_ inhalation followed by cervical dislocation for tissue harvesting. Briefly, mice were slowly exposed to 100% CO_2_ at a flow rate displacing 10–30% of the cage volume/minute, once mice were unconscious, death was confirmed by cervical dislocation. Trigeminal ganglia were isolated from 20–30 mice (3–5 weeks old) of both sexes for each Dropseq run. Trigeminal ganglia were incubated in ice-cold PBS on ice until tissues from all animals were harvested (all steps were performed as rapidly as possible with incubation on ice when higher temperature was not required). For cell isolation, tissue from up to 10 animals was combined for a single tube. Dissociation of trigeminal neurons was carried out using the postnatal neural tissue dissociation kit (Miltenyi Biotec) following the manufacturer’s instruction. The dissociated cells were passed through a 100 μm filter and centrifuged at 300 g. The pellet was resuspended in 1 ml of Dulbecco’s phosphate buffered saline (DPBS) supplemented with 0.01% bovine serum albumin (BSA), and was loaded onto a 12.5% / 20% Percoll gradient, and centrifuged at 1,300g for 10 minutes. The top layer (12.5% Percoll) and interface were discarded, 4 ml of 0.01% BSA supplemented DPBS were added to the lower layer to dilute Percoll to 10% and the sample was centrifuged for 6 minutes at 1,000 g. The resulting cell pellet was resuspended in 80 μl of DPBS-BSA. Glia and other non-neuronal cells were depleted using the mouse neuron isolation kit (Miltenyi Biotec), following the manufacturer’s instruction. After removal of non-neuronal cells, the resulting pellet was re-suspended in 0.5 ml PBS-BSA and the number of cells was determined by counting under phase contrast illumination and adjusted (see below) in preparation for a Dropseq run. We monitored the sample at this stage to ensure that there were no or very few cell doublets or aggregates and ensured that we only used samples with a minimum amount of debris to prevent problems with microfluidic droplet generation.

### In situ hybridization, microscopy, image processing and analysis

Male and female FVB/N mice aged 3–6 weeks were used for tissue isolation. Trigeminal and DRG were harvested and fresh frozen in OCT (Tissue-Tek). 10 μm sections were used for in situ hybridization. Multi-color in situ hybridization were performed using RNAscope Multiplex Fluorescent Assay (Advanced Cell Diagnostics) as instructed by the manufacturer. Single color in situ hybridization was performed as described previously [19]. Trpv1, Trpm8, and Tubb3 were detected using probes that recognize their respective 3’ UTR; Piezo2 was a mixture of three probes spanning the entire length of the transcript. Th was detected using a full length probe while Mrgprb4 was detected using a ~ 1kb coding sequence fragment.

Brightfield photomicrographs were obtained using an Aperio Scanscope CS system (Leica); images were compiled (cropped) in Photoshop CC (Adobe) and minor adjustments to brightness and contrast were applied to match background levels. Confocal microscopy (1 μm optical sections) was performed with a Nikon C2 Eclipse Ti (Nikon). All confocal images shown are collapsed (maximum projection) stacks of 10 individual optical sections. Images were cropped processed in Photoshop CC (Adobe) and minor adjustment of brightness and contrast were made for each label. Multiple sections (at least 4) from multi-color in situ hybridization were used to quantify the number of cells expressing a particular gene.

### Dropseq capture and sequencing of single-cell transcriptomes attached to microparticles

Single cells and barcoded beads (ChemGenes, Lot#011416B) were captured using a hydrophobically-treated microfluidic device (Nanoshift) as described by Macosko et al. [10].

Cell and bead concentrations were adjusted to between 100–160 cells / μl and 120–210 beads / μl. We note that from experiment to experiment droplet size varied; however, in general droplets were smaller than originally reported (generally around 0.5 nl), reducing the probability of multicell capture. Reverse transcription and cDNA libraries amplification (15 cycles) were as performed as described previously [10]. Next generation sequencing was performed using an Illumina Mi-Seq sequencer; sequencing reads were mapped to the mouse transcriptome using STAR and individual bar-coded libraries of transcripts were generated; 57.4% of sequences (range 48–62%) aligned to a single site in the mouse genome. The predicted number of single-cell transcriptomes attached to microparticles (STAMPs) was always considerably greater than the number that produced single-cell libraries, suggesting that only a fraction of the cell-preparation contains intact mRNA that efficiently hybridized with primer beads for cDNA synthesis. When samples containing 1000 predicted STAMPs were sequenced on a single MiSeq run only about 250 cells (range 227–309) were recovered with more than 1000 transcripts per cell. Increasing the number of predicted STAMPs per run to 2,600 only increased the number of libraries recovered with this level of coverage slightly to 365 ± 23 (s. e. m.) indicating that depth of coverage by sequencing begins to limited the quality (number of transcripts) of individual libraries when more than 1000 STAMPs are sequenced using MiSeq. Single cell libraries containing more than 1,000 unique transcripts were selected for analysis. Since the Dropseq primers include a UMI, this sequencing information is not distorted by differential amplification and is therefore directly related to expression level in an individual cell.

### Analysis of single cell sequence data

All analysis reported in this paper made use of the Seurat package developed by the Satija lab [13, 20]. In essence, we used the methods that they recommend in their tutorial for analyzing a dataset of 2,700 peripheral blood mononuclear cells for identification and display of clustering. Briefly, data were log normalized and center scaled; variable markers were identified and used for linear dimensional reduction (principle component analysis, PCA). Informative principle components were identified by plotting their standard deviations using the PCElbowPlot function of the Seurat package as described in the Satija lab tutorial. These principle components were used for clustering of STAMPS using a smart local moving algorithm [21]; multidimensional data were displayed using a tSNE 2-dimensional representation. 

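The authors deposited 1 table of UMI counts that covers 21536 genes, and no barcode in it has fewer than 1000 UMIs. Of the barcodes, 523 had fewer than 200 genes with a UMI, 10 had more than 8500 and 6464 lay between the limits. The 26 mitochondrial genes took a median of 1.23% of a barcode's UMIs. A limit of 0.3% of UMIs on these genes, applied with the limits on genes, kept 74 barcodes. Read as a fraction of 0.3, the same limit kept 6441 barcodes, and these entered the first round of clustering.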

A first round of clustering was performed using all the STAMPs that contained at least 1,000 transcripts; libraries containing less than 200 or more than 8,500 different genes and STAMPs containing more than 0.3% mitochondrial transcripts were excluded from analysis leaving 6998 single cell libraries. Clusters of STAMPs from somatosensory neurons were identified by their expression of known marker genes including Scn9a, Tubb3 and Snap25 as well as more specific transcripts like Trpv1, Trpm8 and Piezo2 and lack of expression of markers for other cells including Plp1, Mbp and Epcam. 

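A cluster of the first round was kept as neuronal by the shares of its cells with a UMI. The median share over Tubb3, Scn9a, Snap25, Nefl, Nefm and Uchl1 had to reach 50%, and markers of other cells, Mbp and Epcam among them, each had to stay below 50%. This rule was set after the clusters had been seen. It kept 7 clusters with 3718 cells, of which 3658 passed the limits on genes and a mitochondrial limit read as a fraction of 0.2. A UMI in at least 6 of these neurons was found for 15448 genes. Neurons picked cell by cell, with a UMI of Tubb3, Scn9a or Snap25 and none of these markers of other cells, numbered 2515.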

Somatosensory neurons were re-clustered using more stringent criteria for inclusion: 500–7,500 genes, 0.2% mitochondrial transcripts; genes expressed in less than 6 neurons were also excluded leaving a dataset of 3580 neurons and more than 15,000 genes.

We examined the stability of the clustering reported here using a variety of conditions and by using different clustering methods including tSNE based clustering [10]. 

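A random 1800 of the 3658 neurons were clustered by the steps used for all of them. The resolution was the lowest from 0.4 to 4, in steps of 0.2, that gave at least 15 clusters, which was 0.6 for all neurons and 1.2 for the random subset. The number of clusters follows from this rule, so the names that marker lists from the paper's supplementary tables gave to the clusters were compared. All neurons and the subset each gave 11 names. Both covered 13 classes, which the naming rule favours, because it joins a class without a cluster of its own to another. In the subset, C4 and C5 shared a cluster of 208 neurons and C6 had its own cluster of 95, whereas in all neurons C4 and C6 shared a cluster. C7 changed as well, although its name was kept. In the subset its cluster held 46 neurons led by Cited1 and Traf3ip3. Fam150b, the leading gene of the C7 cluster in all neurons, was there among the leading genes of a cluster of 144 named C9/C10. No cluster of the subset was led by Vip. The adjusted Rand index, which is 1 for identical groupings and near 0 for random ones, was 0.731 between the subset's clusters and those of the same neurons in the full clustering.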

Random selection of STAMPs demonstrated that the number of clusters (and their markers) was not changed once 1,500 to 2,000 neurons were included in the analysis thus increasing sample size incrementally beyond 3,500 neurons would be unlikely to change our conclusions. Similarly, clusters were not changed when different criteria were used for selection of variable genes or when the number of principle components used for analysis was varied between 15 and 25. tSNE based clustering [10] also yielded very similar results. 

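The clusters of the 3658 neurons from 20 principal components were compared with those from 15 and 25. The adjusted Rand index was 0.924 with 15 and 0.941 with 25, and each again gave 11 names. Choosing 2000 variable genes by Seurat's vst method gave an index of 0.837 and 12 names, with C4 and C6 in clusters of their own. Leaving out the regression on UMIs and mitochondrial share gave an index of 0.899 and 12 names. The index moved most at a fixed resolution of 2, where it was 0.668 and the neurons fell into 22 clusters. Leaving out the single cell that Scrublet called gave an index of 0.973.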

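The limit of at least 900 genes left 3308 of the 3658 neurons, which formed 16 clusters with 12 names at a resolution of 0.6. The adjusted Rand index against the clusters of the same neurons without this limit was 0.891. Separate clusters were found for C4 with 298 neurons, C5 with 51 and C6 with 157.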

More stringent selection of cells by requiring 900–7,500 different genes to be present in a STAMP, selectively reduced the number of S100b expressing neurons and resulted in collapse of this group of three clusters into a single cluster. In contrast, eliminating genes expressed in limited numbers of cells had little effect on clustering. For example, C11 and C12 each consist of less than 100 STAMPs; nonetheless these clusters were still separated when all genes present in less than 120 cells were excluded from the analysis. Indeed, very similar clustering was still observed even when genes expressed in less than 500 cells were eliminated (e.g. including genes like Trpm8) with concomitant reduction of the number of genes used from more than 15,000 to less than 6,000. In this analysis, itch clusters C11 and C12 merged, C7 cells were incorporated in other clusters and the Ntrk2 rich cluster C5 merged with C4. Thus the clusters that we identified appear extremely stable and are not simply determined by expression of marker genes that are expressed in that class of cells or by the clustering parameters chosen and methods that were used.

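Restricting the clustering to genes seen in at least 120 neurons left 10040 genes, of which 1839 were variable. The neurons again formed 15 clusters, with an adjusted Rand index of 0.930 against the clustering from all 15448 genes. C11 had its own cluster of 79 neurons and C12 its own cluster of 65.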

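Of all genes, 5632 had a UMI in at least 500 neurons, and 1196 of them were variable. Trpm8 was left out because 389 neurons had a UMI of it. A resolution of 1.2 was needed to reach 15 clusters and gave 17, with 12 names and an adjusted Rand index of 0.686. Clusters of their own were found for C4 with 303 neurons, C5 with 50, C6 with 236, C7 with 191, C11 with 79 and C12 with 61. Raising the resolution works against merging. At a fixed resolution of 0.6, an alternative chosen after seeing the data, 12 clusters formed, in which C11 and C12 shared a cluster of 140 neurons, C4, C5 and C6 shared one of 589, and C7 kept one of 186.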

## Results and discussion

### Generation and analysis of sc-transcriptome data from trigeminal neurons

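Trigeminal ganglia of wild-type FVB/N mice were dissociated for 9 Dropseq runs, each with cells from 20 to 30 mice, which were of both sexes and 3 to 5 weeks old by the paper's methods and 3 to 6 weeks old by the sample labels. The authors deposited the number of unique transcripts (UMIs) of each gene in each cell barcode, without normalization. The barcodes do not name the run, so all cells were treated as 1 pooled sample and no test between groups of cells was made. The table holds 30491529 UMIs, with a median of 2031 UMIs (range 1000 to 190815) and 1178 genes per barcode. The 3658 neurons kept had a median of 3162 UMIs, with quartiles of 1809 and 6333.75, and a median of 1831.5 genes. Shares of cells with at least 1 UMI of a gene are given with exact binomial (Clopper-Pearson) 95% intervals, and UMIs of a gene per 1000000 UMIs of a group of cells (CPM) with exact Poisson 95% intervals, in parentheses. These intervals cover counting error only.
Free RNA gives some cells a UMI of a gene they do not express. Shares in neurons are therefore set beside those in 423 glia-like cells (median 1679 UMIs) and 489 red blood cell-like cells (median 1396 UMIs), and a share at or below these was read as background. Because a deeper cell shows more genes, shares were also taken after each cell's UMIs were thinned at random to 1000. Clusters of neurons were named by lists of marker genes and are called C1-like to C13-like classes. Unless stated otherwise, values of a gene by class come from a clustering in which the genes named in the paper were left out of the variable genes and of the marker lists. The clustering in which they took part is called the clustering of all neurons. Scrublet marked 1 of 6441 cells as a doublet, which was taken to mean that it had not worked, and no cell was removed as a doublet. Gene positions are those of the GRCm38 assembly.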

We developed an efficient approach for bulk isolation of monodisperse neurons from the trigeminal ganglion and used the Dropseq technique [10] to obtain single cell sequencing of about 7,000 cells (referred to as STAMPs: single-cell transcriptomes attached to microparticles, see Methods for details). All data processing used the Seurat R-package [13, 20]. Unbiased cluster analysis (Fig 1a) using a smart local moving algorithm [21] grouped the sc-transcriptomes into more than 20 clusters that are mainly resolved in a 2-dimensional tSNE representation. 

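The 6441 cells of the first selection, clustered with 2433 variable genes at a resolution of 0.8, formed 21 clusters, the number that the resolution was chosen to reach. Lists of marker genes named 7 clusters with 3718 cells (57.7%) sensory neuron-like and 3 clusters with 889 cells (13.8%) anterior pituitary-like. Red blood cell-like clusters held 489 cells (7.59%), glia-like clusters 423 (6.57%), a vascular endothelial-like cluster 184 (2.86%) and an epithelial-like cluster 57 (0.885%). The lists for mural or smooth muscle cells, fibroblasts and immune cells gave no cluster its name. The remaining 4 clusters, with 681 cells (10.6%), were left unnamed.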

STAMPs in several of the clusters expressed markers for non-neuronal cells and were well separated from the groups composed of sensory neurons. These non-somatosensory cells were removed from our dataset to leave about 3,500 trigeminal neurons that met a variety of criteria (see Methods for details). 

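Epcam was seen in 1089 of the 6441 cells. The anterior pituitary-like clusters, whose marker list does not include Epcam, held 710 of these cells, which made up 79.9% (77.1 to 82.5%) of the cells of those clusters. The epithelial-like cluster, whose list does include it, held 48, and an unnamed cluster led by Stoml3, S100a5 and Sult1d1 held 170. The share of neurons with Epcam was 1.56%, below the 3.78% of glia-like and 3.07% of red blood cell-like cells.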

“Purified” trigeminal neurons were re-clustered to identify more than a dozen classes of somatosensory receptors (Fig 1b and 1c). It should be noted that just as described by the Satija group [13, 20], no perfect determination of stringency for cluster identification is possible and thus some of the identified nodes in the hierarchical clustering (Fig 1b) separate highly related groups of cells. Indeed comparison of expression of the top markers for each cluster (Fig 2a) and a more comprehensive examination of their gene expression profiles strongly suggest that the two nodes marked in Fig 1b do not distinguish separate classes of neurons and thus have been removed for subsequent discussion and analysis. 

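In the clustering of all neurons, the C3-like class was made up of a pair of clusters with 233 and 219 neurons, and the C13-like class of a pair with 187 and 329. The clusters of each pair differed in depth, with median UMIs of 5041 and 3419 in the C3-like class and of 5893 and 2655 in the C13-like class. Whether these pairs are the groups on either side of the nodes marked in Fig 1b was not determined.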

All other neuronal clusters are supported by distinct expression profiles and likely reflect cellular diversity within the ganglion; we have numbered these thirteen clusters (Fig 1b and 1c) on the basis of their relationship in the tSNE plot and the markers they express (S1 Table, which contains statistical analysis for the 100 top markers of each cluster).

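At the resolution of 0.6, the 15 clusters of neurons carried 11 names. These covered all 13 classes because C4 and C6, and C9 and C10, each shared a cluster. The naming rule favours such cover, because it joins a class without a cluster of its own to another. All 13 classes were covered in every clustering tried, so the cover does not measure stability. The C9/C10-like class was the largest with 715 neurons, 19.5% (18.3 to 20.9%) of all neurons. The C4/C6-like class held 529 neurons, the C13-like class 516, the C8-like class 453, the C3-like class 452, the C1-like class 281, the C2-like class 246 and the C7-like class 205. The C11-like, C12-like and C5-like classes were the smallest with 79, 70 and 52 neurons. At a fixed resolution of 1, all 13 classes had clusters of their own, with 352 neurons in C4, 173 in C6, 431 in C9 and 337 in C10. Clusters led by Ermn, with 36 neurons, and by Vip, with 24, took no name from the lists. In the plot of class sizes, the shares run from 0.656% to 19.5%. From the distinct expression profiles of the clusters, the paper proposes that its 13 clusters reflect cellular diversity within the ganglion.

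**Figure D1:**
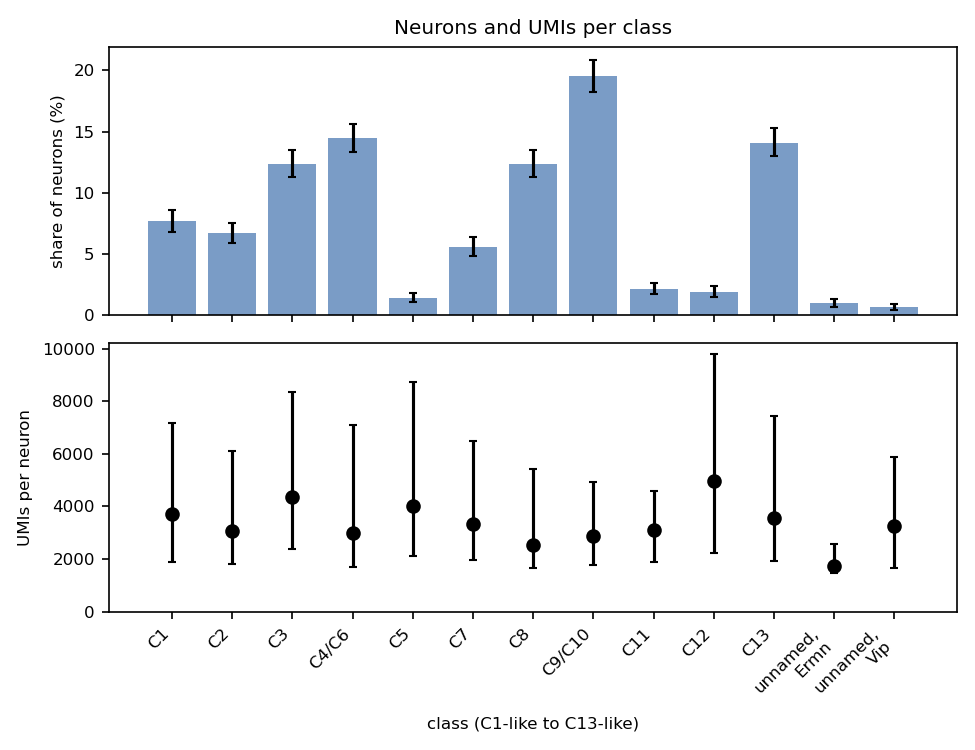
Share of all 3658 neurons (percent, bars, with exact binomial 95% intervals) and UMIs per neuron (points are medians, lines the quartiles) for each class. The C9/C10-like class has the largest share, 19.5%, and the median UMIs of the named classes lie between 2534 and 4957.5.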

**Fig 1:**
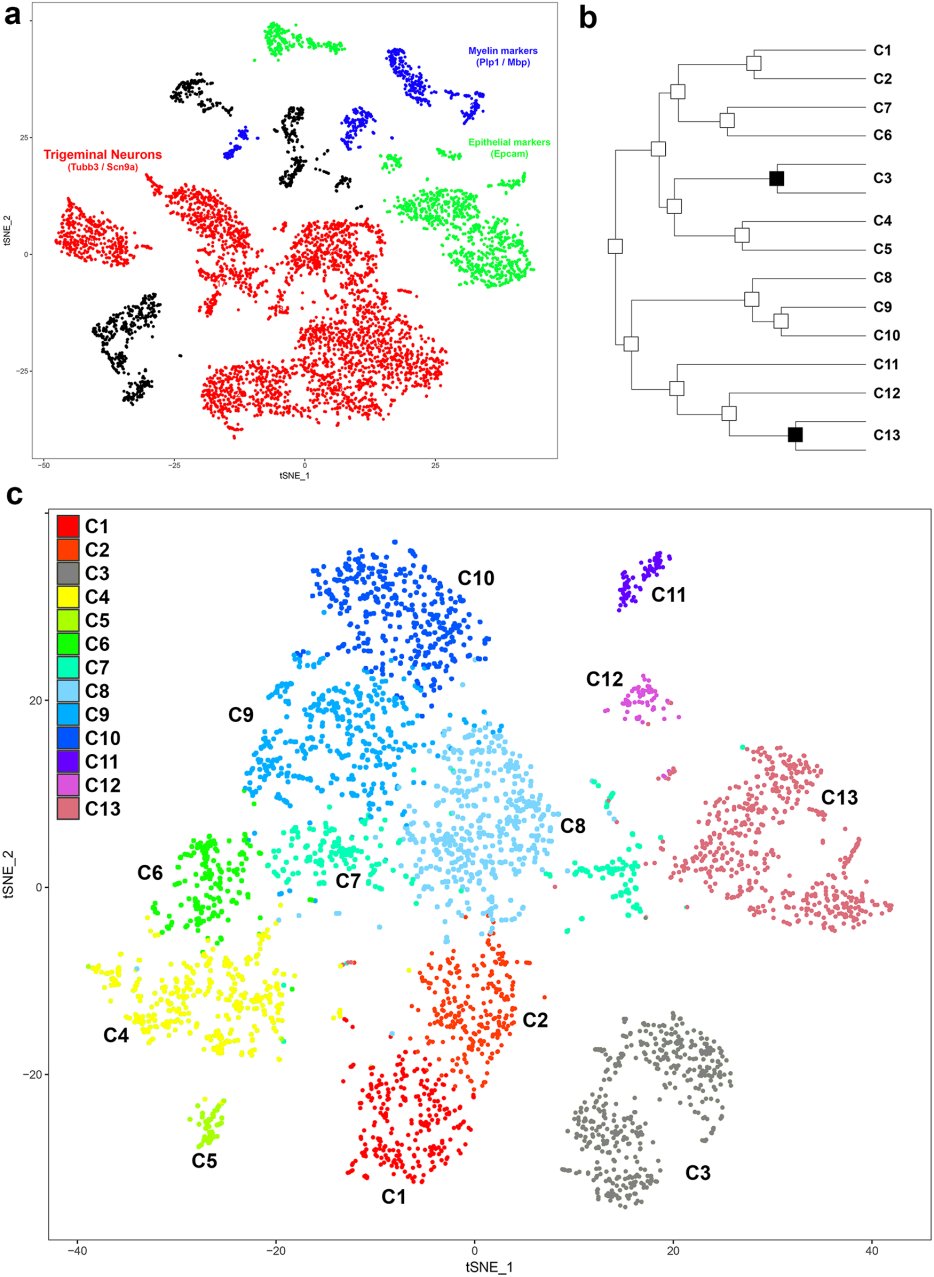
Unbiased clustering identifies 13 classes of trigeminal sensory neurons. (a) tSNE representation of 6998 STAMPS from Dropseq analysis of dissociated trigeminal ganglia separates clusters of sensory neurons (red) enriched in markers like Tubb3 and Scn9a from other associated cells including Epcam-positive epithelial cells (green) and cells producing components of myelin (e.g., Plp1 and Mbp, blue). (b) Trigeminal neuron STAMPs were re-clustered using a smart local moving algorithm to identify 15 potential classes of neurons. Nodes marked in black separated groups of neurons that did not express distinguishing markers; thus this analysis identified 13 clusters, which we have numbered according to their expression profiles and position in (c) the tSNE representation, where cells are color coded according to their cluster number.

**Fig 2:**
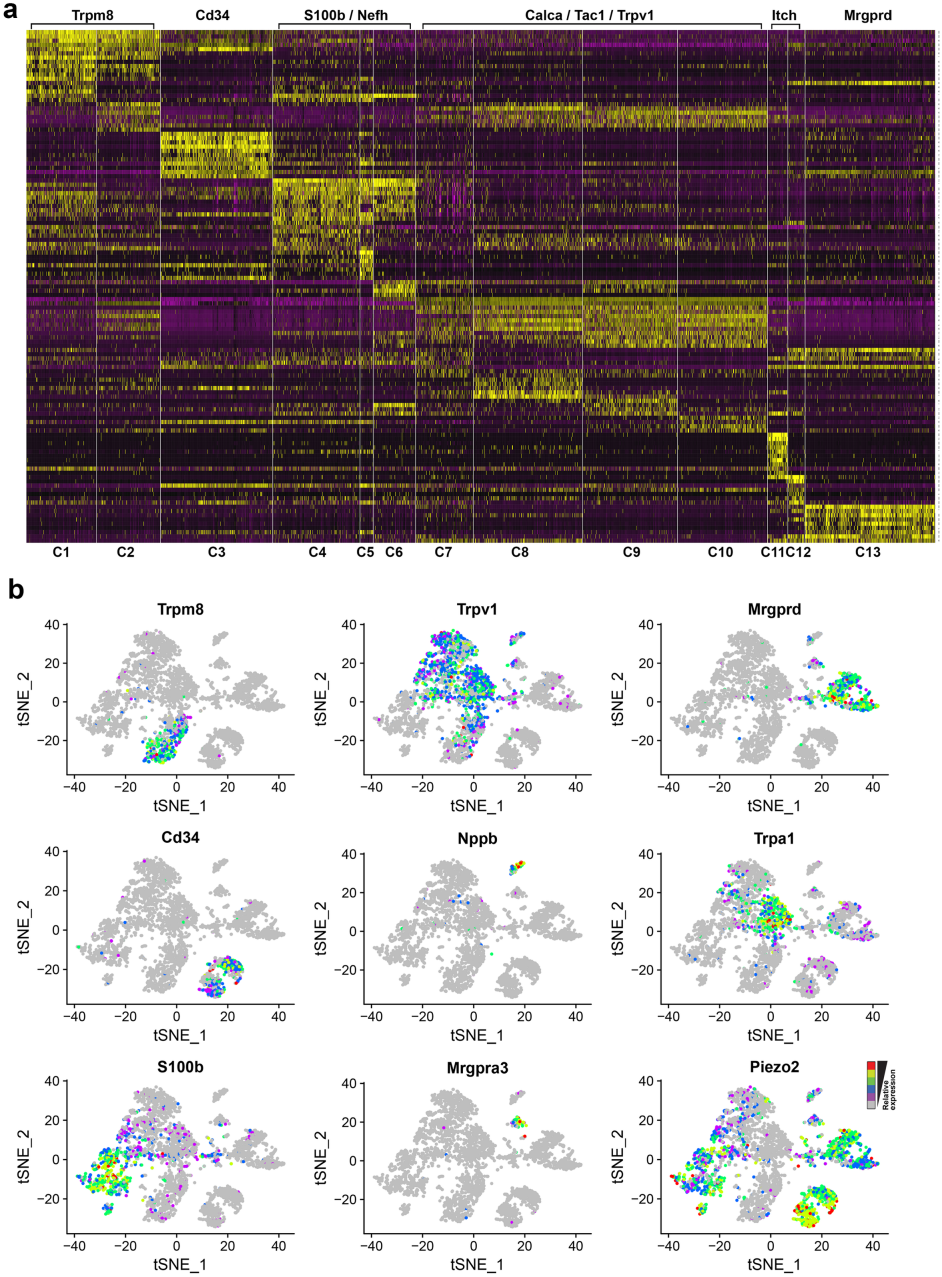
Classes of trigeminal neurons are distinguished by differential expression of many genes. (a) Heatmap showing the relative expression of a variety of markers in the trigeminal neuron STAMPS that have been ordered by cluster (numbered underneath the heatmap). Yellow represents high expression and purple low expression; the broad categories of neurons based on markers or function and referred to in the text are indicated above the heatmap. The list of genes used for this analysis is provided in S2 Table. (b) The expression profiles of select genes highlighted in this study are indicated in the tSNE-distribution of trigeminal neuron STAMPs with relative expression level color coded from grey to red. This representation emphasizes that genes like Nppb, Mrgpra3 and Mrgprd serve as markers of individual classes of neuron, whereas genes like Trpv1, Piezo2 and S100b are expressed in several different neural clusters.

The trigeminal neuron-clusters that we identified could be tentatively assigned function based on the expression of genes that have been well studied previously [22]. These markers include ion channels involved in thermosensation (Trpm8 and Trpv1), mechanosensation (Piezo2) and chemical nociception (Trpa1), neuropeptides (Calca, Tac1, Nmb, Gal, Adcyap1 and Nppb) with roles in inflammation, pain and itch and G protein coupled receptors (GPCRs) e.g. P2ry1, Mrgprd and Mrgpra3, as well as structural markers and neurofilament associated genes related to neural size like Nefh, Nefm and Nefl (see S1 Fig).

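Trpm8, on chromosome 1 from 88277661 to 88389293, had a UMI in 389 neurons, 10.6% (9.65 to 11.7%) of all neurons, against 0.613% of red blood cell-like cells and none of the 423 glia-like cells, which allows a share of up to 0.709%. With Trpm8 left out of the clustering, 77.0% (71.6 to 81.8%) of C1-like and 53.8% (47.4 to 60.1%) of C2-like neurons had a UMI of it. At 1000 UMIs per neuron these shares were 41.0% and 26.1%. The CPM was 529 (496 to 564) in the C1-like and 278 (249 to 308) in the C2-like class.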

Clusters C1 and C2 likely respond to cold as they express the cooling-activated ion-channel Trpm8 [5]. These Trpm8-clusters are distinguished from each other by higher expression of the neurofilament heavy chain, Nefh, in C1 and some neuropeptides (e.g. higher expression of galanin, Gal) in C2 suggesting that they likely have somewhat different roles in sensory detection. 

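Nefh, on chromosome 11 from 4938754 to 4948064, had a CPM of 2449 in C1-like and 727 in C2-like neurons, a log2 ratio of C1 to C2 of 1.75 (1.65 to 1.86). Gal, on chromosome 19 from 3409915 to 3414544, had a CPM of 146 in C1-like and 859 in C2-like neurons, a log2 ratio of -2.56 (-2.76 to -2.36). With both genes among the variable genes, the log2 ratios were 1.76 and -2.54. The alternative that moved the Nefh ratio most was a clustering without the genes seen in fewer than 500 neurons, which gave 1.87, and a random 1800 neurons moved the Gal ratio most, to -2.22.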

Cells in C3 express high levels of Piezo2 but low levels of Nefh. These neurons appear to represent affective touch C-fibers [23] based on expression of other markers including the GPCR, P2ry1 and the cell surface antigen Cd34 [17]. 

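In C3-like neurons, 96.7% (94.6 to 98.1%) had a UMI of Piezo2 (chromosome 18, 63010213 to 63387183), against 8.75% of glia-like and 4.09% of red blood cell-like cells. Its CPM of 1632 (1589 to 1677) in this class was the highest of the named classes. Nefh had a CPM of 313 (294 to 333) in C3-like neurons, against 3314 in C4/C6-like and 2184 (2038 to 2337) in C5-like neurons. At 1000 UMIs, 29.2% of C3-like neurons had a UMI of Nefh, 83.9% of C4/C6-like and 83.3% of C5-like neurons.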

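Cd34, on chromosome 1 from 194938819 to 194961279, was seen in 324 neurons, and 278 of them, 85.8% (81.5 to 89.4%), were C3-like. A share of 61.1% (56.4 to 65.6%) of C3-like neurons had a UMI of it, 22.2% at 1000 UMIs, against 0.236% of glia-like cells, and its CPM there was 297 (278 to 316).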

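The C4/C6-like class is given as 1 class because C4 and C6 shared a cluster. Piezo2 had a UMI in 74.7% (70.8 to 78.4%) of its neurons and in 96.3% (87.3 to 99.5%) of C5-like neurons, or 45.8% and 68.5% at 1000 UMIs. The CPM of Piezo2 was 714 (687 to 741) in the C4/C6-like and 1135 (1031 to 1247) in the C5-like class. Nefh was seen in 93.9% of C4/C6-like neurons, against 12.1% of glia-like cells. At a fixed resolution of 1, in a clustering in which both genes took part, the separate C6-like class had a CPM of 673 for Piezo2 and 3312 for Nefh.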

C4, C5 and C6 are Nefh-high neurons that all express the mechanosensory channel Piezo2 and thus are probably large myelinated neurons that contribute to different aspects of discriminative touch [23]. C7 is quite diverse and appears to represent a group of neurons that share markers both of nociceptors (e.g. Trpv1, Tac1 and Calca) as well as markers of large neurons including Thy1, the calcium binding protein S100b and Nefh. 

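With the named genes left out, the C7-like class held 130 neurons, compared with 205 when they took part. Trpv1, on chromosome 11 from 73234292 to 73261242, was seen in 73.1% (64.6 to 80.5%) of these 130 neurons, against 1.18% of glia-like cells. Tac1 was seen in 90.8% of them with a CPM of 5647, and Calca in 98.5% with a CPM of 13061. Of the markers of large neurons, Nefh was seen in 60.8%, 34.6% at 1000 UMIs, with a CPM of 520, compared with 287 in the C8-like and 313 in the C9/C10-like class. S100b was seen in 46.2% of C7-like neurons, 20.8% at 1000 UMIs, with a CPM of 308, against 5.11% of red blood cell-like cells. It was seen in 70.0% of glia-like cells, which express it and give no background for it. Thy1 was seen in 30.8%, 12.3% at 1000 UMIs, against 3.55% of glia-like cells.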

C8, C9 and C10 all express the heat and capsaicin sensitive ion channel Trpv1 as well as high levels of the neuropeptides Tac1 and Calca. These neuron classes likely have roles in heat sensation and nociception [24]. 

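C9 and C10 shared a cluster and are given as the C9/C10-like class. Trpv1 was seen in 76.4% (72.2 to 80.2%) of C8-like and 65.4% (61.8 to 68.9%) of C9/C10-like neurons, or 43.0% and 33.2% at 1000 UMIs, with a CPM of 569 and 416. Tac1 (chromosome 6, 7554879 to 7565834) had a CPM of 9738 in C8-like and 5960.2 in C9/C10-like neurons. Calca (chromosome 7, 114631478 to 114636357) had a CPM of 12398 in the C8-like class and was seen in 98.3% of its neurons and 99.4% of C9/C10-like neurons. In glia-like cells, 9.93% had a UMI of Tac1 and 12.8% of Calca.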

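Nppb, on chromosome 4 from 147985788 to 147987205, and Mrgpra3, on chromosome 7 from 47588950 to 47601372, were left out of the variable genes and the lists. Nppb was then seen in 90.8% (81.9 to 96.2%) of C11-like neurons, 71.1% at 1000 UMIs, with a CPM of 1650.5, and in 6.06% of C12-like neurons. Mrgpra3 was seen in 66.7% (54.0 to 77.8%) of C12-like neurons, 34.8% at 1000 UMIs, with a CPM of 807, and in 3.95% of C11-like neurons. No glia-like cell had a UMI of either gene, which allows a share of up to 0.709%. Of all neurons, 4 had UMIs of both genes.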

C11 is marked by a neuropeptide, Nppb, and other molecules with validated roles in itch [25], while C12 expresses Mrgpra3, a mas-related GPCR that also triggers itch [26]. 

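Mrgprd, on chromosome 7 from 145314835 to 145324086, was seen in 532 neurons, 14.5% (13.4 to 15.7%) of all neurons, against 0.473% of glia-like cells. Its share was 79.5% (76.0 to 82.6%) of C13-like neurons and 45.3% at 1000 UMIs, with a CPM of 643 (617 to 669). In C12-like neurons the share was 27.3%, 7.58% at 1000 UMIs, and the CPM was 68.5. In C11-like neurons the share was 11.8% and the CPM 63.4.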

C13 expresses another mas-related GPCR, Mrgprd and corresponds to a population of neurons that have been reported to play a role in noxious mechanosensation [27]. Thus our analysis of trigeminal Dropseq data segregates previously identified classes of somatosensory neurons with distinct functional roles and also provides a basis for exploring further specialization by identifying subdivisions between groups of neurons expressing classical markers.

One intriguing feature of this analysis is that there are relatively few genes that serve as true markers (i.e., genes only expressed in a single cluster, see Fig 2b). For the most part, genes that are highly enriched in one cluster tend to be also present in other classes of neurons or at least in scattered cells within other clusters. 

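The neurons with a UMI of 4 marker genes were located in the clustering of all neurons, in which these genes took part. Of the neurons with Trpm8, 89.5% (86.0 to 92.3%) were C1-like or C2-like, of those with Mrgprd 81.8% (78.2 to 85.0%) were C13-like, of those with Mrgpra3 77.3% (65.3 to 86.7%) were C12-like and of those with Nppb 66.4% (56.6 to 75.2%) were C11-like. Counting only neurons with at least 2 UMIs of the gene, the shares were 96.8% for Trpm8, 89.7% for Mrgprd, 95.6% for Mrgpra3 and 87.7% for Nppb. Of the other clusterings, that on genes seen in at least 500 neurons moved a share most, that of Mrgpra3 to 60.6%. Without the named genes in the clustering, the share was 66.7% for Mrgpra3 (84.4% with at least 2 UMIs) and 88.0% for Mrgprd. Outside its class, 1.31% of neurons had a UMI of Trpm8, 3.09% of Mrgprd, 0.418% of Mrgpra3 and 1.01% of Nppb. The shares in glia-like cells, which have fewer UMIs, were 0 of 423 for all of these genes except Mrgprd.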

Importantly, STAMPs expressing the best markers including Nppb, Mrgprd, Mrgpra3 and Trpm8 are almost entirely contained within the gene-specific cluster or clusters, demonstrating that contamination of the Dropseq data e.g., by cell doublets or aggregates is not a significant problem complicating interpretation of the data. Thus we predict that scattered cells expressing cluster enriched genes, for the most part, reflect real variability in expression patterns across the different classes of trigeminal neurons.

### Translation of the trigeminal sc-transcriptome into cellular expression and identity

The three ion-channels Trpv1, Trpm8 and Piezo2, which have key roles in thermosensation [3–7], mechanosensation [28, 29] and pain [24], each identifies a selective subset of neurons and neural classes. Interestingly, at least one of these transcripts is significantly expressed in every cluster (Fig 2b and S1 Fig). 

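The channel seen in most neurons of a class differed between classes in the clustering of all neurons. It was Trpm8 in the C1-like and C2-like classes, Trpv1 in the C7-like, C8-like and C9/C10-like classes and Piezo2 in the C3-like, C4/C6-like, C5-like, C11-like, C12-like and C13-like classes. The lowest share was 53.7% for Trpm8 in C2-like neurons and the highest 96.9% for Piezo2 in C3-like neurons. After thinning, the lowest was 24.1% for Piezo2 in C11-like neurons and the highest 77.0% in C3-like neurons. Trpv1 and Piezo2 had overlapping intervals in C7-like neurons and in C11-like neurons, and after thinning Trpv1 was seen in 27.8% of C11-like neurons. At least one of the 3 channels was seen in 75.2% of C9/C10-like neurons, the lowest share of the named classes, and in 97.3% of C3-like neurons, the highest.

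**Figure D2:**
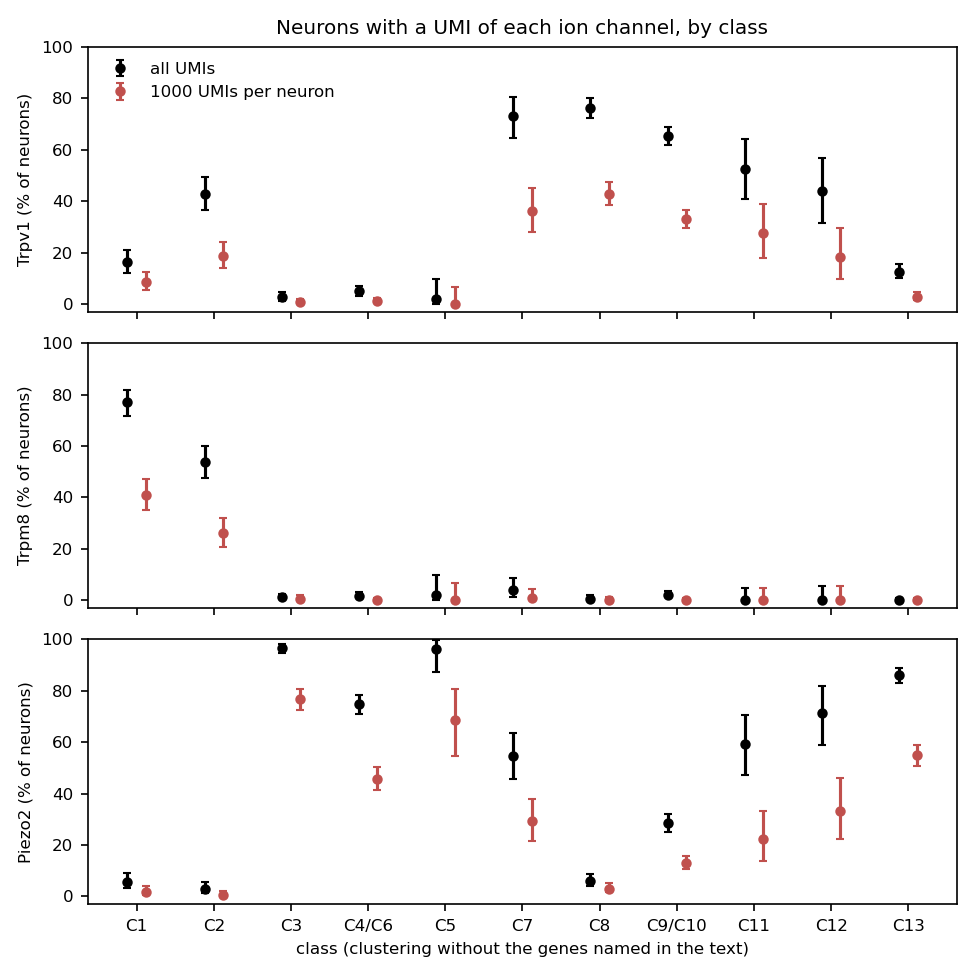
Share of the neurons of each class with a UMI of Trpv1, Trpm8 or Piezo2 (percent, with exact binomial 95% intervals), from all UMIs (black) and at 1000 UMIs per neuron (red), in the clustering without the genes named in the paper. Trpm8 reaches 77.0% in the C1-like and 53.8% in the C2-like class and stays near 0 in the others.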

The expression level and number of STAMPs containing Trpv1 and Piezo2 exhibit variation between the different clusters (S1 Fig). For example, Piezo2 is highly expressed and present in most of the cells that make up C3 but is found at a lower level and in fewer cells in C11 and C12. 

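In C11-like neurons, 59.2% (47.3 to 70.4%) had a UMI of Piezo2 and the CPM was 311 (254 to 377). In C12-like neurons, the share was 71.2% (58.7 to 81.7%) and the CPM 324 (276 to 378). Thinned to 1000 UMIs, 22.4% and 33.3% of these neurons had it, compared with 76.7% of C3-like neurons and 3.31% of glia-like cells.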

Because Dropseq captures only one to a few thousand transcripts per cell, even moderately expressed genes (e.g., those expressed at 0.02–0.05% of total cellular transcripts) will only be detected in a fraction of the cells that express them. This is reflected in our data: whereas very highly expressed transcripts like β-actin, Actb or β3-tubulin, Tubb3 are reliably found in the vast majority of STAMPs (S2 Fig), genes such as synaptosomal-associated protein 25, Snap25 or the sensory neuron sodium channel, Scn9a [30], also expected to be found in most if not all trigeminal neurons, are present in a smaller subset (~ 80%) of the sc-libraries (S2 Fig). Therefore, based on their representation across clusters, we reasoned that at least one of Trpv1, Trpm8 and Piezo2 is likely to be expressed in any somatosensory neuron. Indeed, ISH using a mixed probe for these ion-channels closely resembles the neural complement detected by pan-neuronal Tubb3 in sections through the trigeminal ganglion (Fig 3a). 

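A UMI of Actb was seen in 98.7% (98.3 to 99.0%) of neurons and of Tubb3 in 94.1% (93.3 to 94.9%). Snap25 was seen in 81.0% (79.7 to 82.2%) and Scn9a in 79.4% (78.0 to 80.7%). These genes made up 0.319%, 0.176%, 0.0891% and 0.0671% of the UMIs of neurons, in this order. On thinning, the shares were 93.8% for Actb, 75.8% for Tubb3, 51.1% for Snap25 and 46.2% for Scn9a. Actb is not specific to neurons and was seen in 97.6% of glia-like cells, whereas Tubb3 was seen in 15.1% of them, Snap25 in 9.69% and Scn9a in 4.02%. Scn9a lies on chromosome 2 from 66480080 to 66634962.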

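Of the 2990 neurons with a UMI of Trpv1, Trpm8 or Piezo2, 2512 or 84.0% (82.6 to 85.3%) had UMIs of exactly 1 of them. Piezo2 alone was seen in 1451 neurons, Trpv1 alone in 806 and Trpm8 alone in 255. UMIs of both Trpv1 and Piezo2 were seen in 356 neurons, 9.73% of all neurons, where independence of the genes would give 630.06, and UMIs of both Trpv1 and Trpm8 in 106, 2.90% of all neurons, where it would give 133.6. UMIs of both Trpm8 and Piezo2 were seen in 40 neurons, and 12 had all 3. After thinning, 95.9% of the neurons with any of the channels had exactly 1, 47 neurons had both Trpv1 and Piezo2, and 24 had both Trpv1 and Trpm8. By class, the neurons with Trpv1 and Piezo2 were most numerous in the C9/C10-like class with 133, followed by 64 in the C13-like and 52 in the C7-like class. In the clustering of all neurons the C9/C10-like class again held 133, but the C13-like class held 51 and the C7-like class 70.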

Importantly, three color multi-label ISH (Fig 3b) confirms several other predictions from Dropseq, namely that most neurons uniquely express just one of these ion-channels but that there are a considerable number of neurons that co-express Piezo2 and Trpv1 and a smaller complement that contains both Trpm8 and Trpv1. In combination, these data support the differences in expression levels that we observed in the Dropseq analysis, substantiate Trpv1, Trpm8 and Piezo2 as widely expressed in the neural clusters where they are represented in a significant number of STAMPs and demonstrate that almost every trigeminal somatosensory neuron expresses at least one of these three genes.

**Fig 3:**
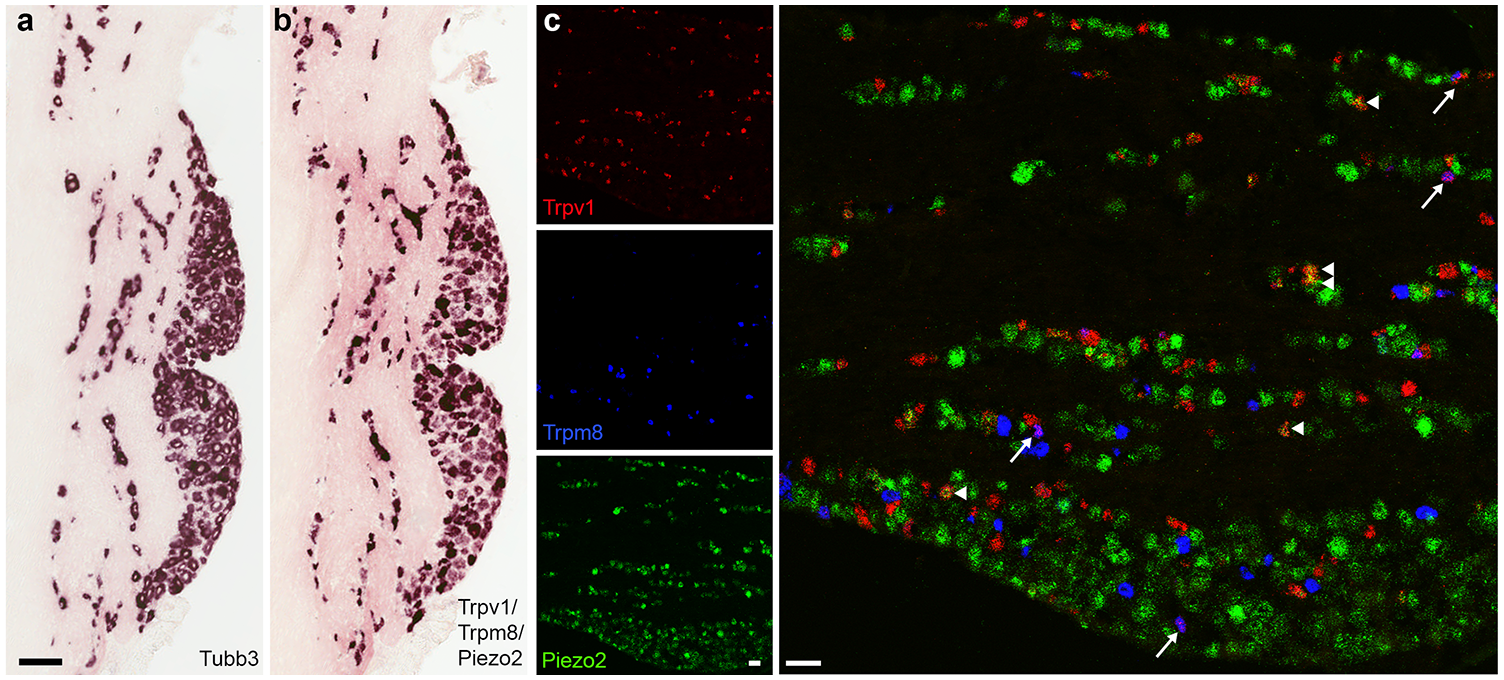
In situ hybridization localization of Trpv1, Trpm8 and Piezo2 in trigeminal neurons validates important predictions from sc-transcriptome analysis. Comparison of adjacent sections through the trigeminal ganglion (a, b) using single label ISH reveals (b) that a mixed probe for Trpv1, Trpm8 and Piezo2 labels essentially all the neurons detected in (a) using a probe to the highly expressed pan-neuronal marker Tubb3. (c) Three color, triple-label ISH demonstrates that Trpv1, Trpm8 and Piezo2 each mark large populations of neurons that do not express the other two transcripts, as predicted by Dropseq analysis (Fig 2b and S1 Fig). In keeping with the single cell data we also observed a subset of neurons that express both Trpv1 and Piezo2 (examples indicated by arrowheads) as well as neurons expressing both Trpv1 and Trpm8 (arrows); 165 of 718 Trpm8 and 1431 Trpv1 neurons across 29 sections were double positive. Scale-bars (a) 100 μm; (c) 50 μm.

The extent of Trpv1 and Trpm8 co-expression in trigeminal somatosensory neurons was somewhat unexpected given that these genes are generally considered markers for neurons specialized to respond to heating or cooling respectively [4, 6]. However, many cultured somatosensory neurons respond both to Trpv1 and Trpm8 agonists [7, 31] and a smaller number of DRG neurons have been shown to co-express both these classes of ion-channel [32]. Our data demonstrate that approx. 10% of Trpv1-neurons express the cooling sensitive ion channel Trpm8 and approx. 20% of Trpm8 neurons contain the heat and capsaicin activated ion channel Trpv1 (Fig 3c). Therefore we anticipate that thermosensation by trigeminal neurons may be more complex than the simple labeled line model proposed from behavioral studies of mice where Trpv1 or Trpm8 expressing neurons were selectively ablated [4, 6].

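Trpv1 was seen in 27.2% (22.9 to 32.0%) of the 389 neurons with Trpm8, and Trpm8 in 8.44% (6.96 to 10.1%) of the 1256 neurons with Trpv1. At 1000 UMIs the first of these shares was 12.8% and the second 3.90%. The 106 neurons with both genes had a median of 6966.5 UMIs. Of these, 88 or 83.0% (74.5 to 89.6%) were C1-like or C2-like in the clustering of all neurons, and leaving the named genes out of the clustering gave 83.0% too. In the clustering of all neurons, the C8-like class held 3 of them, the C9/C10-like class 10, the C7-like class 4 and the C5-like class 1. The alternative that moved the share in the C1-like and C2-like classes most was a random 1800 neurons, where it was 84.3%.

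**Figure D3:**
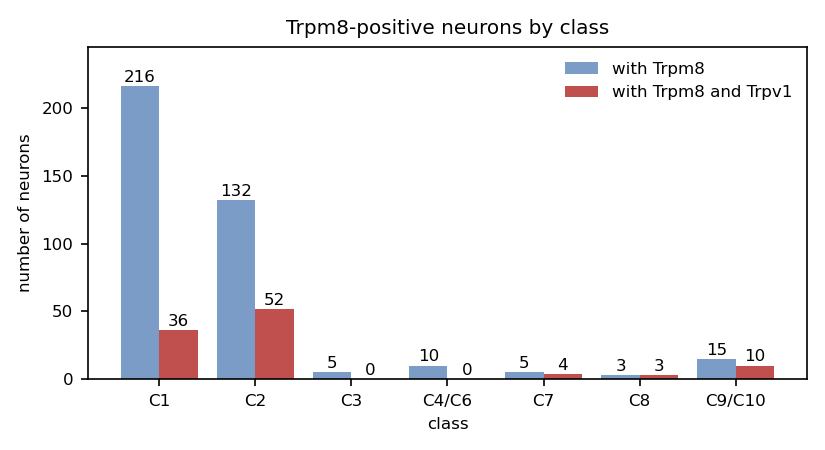
Number of neurons with a UMI of Trpm8 (blue) and with UMIs of both Trpm8 and Trpv1 (red) by class, in the clustering of all neurons. The C1-like and C2-like classes hold 216 and 132 neurons with Trpm8, of which 36 and 52 also have Trpv1.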

Intriguingly, the vast majority of the Trpv1 / Trpm8 double positive neurons fall within the Trpm8 clusters (C1 and C2, see Fig 2b and S3 Fig). However, the distribution of Trpv1 positive STAMPs within these clusters is relatively uniform in the tSNE plot (Fig 2b) indicating that these neurons do not constitute a distinct subset of Trpm8-positive neurons despite their expression of an additional thermosensitive channel. This implies that Trpv1 has the potential to modulate the function of a subset of Trpm8 neurons rather than acting as a marker for a subclass of Trpm8 neurons with a distinct and uniform gene expression profile. 

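Of the neurons with Trpm8, 16.8% (12.1 to 22.5%) of those in the C1-like class and 38.8% (30.5 to 47.6%) of those in the C2-like class also had Trpv1. The CPM of Trpv1 was 91.3 in C1-like and 262 in C2-like neurons, a log2 ratio of C1 to C2 of -1.52 (-1.80 to -1.25). The distribution within a class was not analysed here.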

There are a few Trpm8-containing STAMPs that segregate into Trpv1 clusters (C8 and C9; S3 Fig). These neurons tend to express high levels of Calca, a marker of Trpv1 clusters, and low levels of Lxn, which is very prominent in Trpm8 expressing clusters (S3 Fig). Therefore a small minority of Trpv1, Trpm8 double positive trigeminal neurons may be heat or pain sensitive cells (Trpv1-nociceptors) that express the cool responsive channel Trpm8.

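In the clustering of all neurons, 18 neurons with Trpm8 were C8-like or C9/C10-like, and 13 of them also had Trpv1. Their CPM of Calca was 10097 and that of Lxn was 328 (249 to 425), with a median of 6794 UMIs per neuron. The 348 neurons with Trpm8 in the C1-like and C2-like classes had a CPM of 252 (233 to 273) for Calca and 3779 (3703 to 3856) for Lxn, which lies on chromosome 3 from 67457998 to 67463926. C8-like and C9/C10-like neurons without Trpm8 had a CPM of 262 for Lxn. Both genes took part in this clustering.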

Trpv1, Trpm8 and Piezo2 expression patterns (Fig 3) not only reveal important features of trigeminal neural diversity but highlight two important considerations that apply to single cell sequencing. The first concerns under-sampling of sc-transcriptome and the consequent sparseness of the data. Notably, the ISH data demonstrate that these ion-channels essentially tile the full repertoire of trigeminal neurons, yet only ~75% of STAMPs contain at least one copy of any of these three genes and in some clusters only a small proportion of STAMPs express a given gene (S1 Fig). Therefore presence of a transcript in a subset of a class of neurons is ambiguous: the gene may really be expressed in a subset (as is the case for Trpv1 in Trpm8 neurons, Fig 3) or may be broadly expressed at a low level. This is well illustrated in our data where, Trpv1 and Piezo2 are present in subsets of STAMPs from both clusters C11 and C12 (Fig 2). 

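At least 1 UMI of Trpv1, Trpm8 or Piezo2 was seen in 2990 of 3658 neurons, 81.7% (80.4 to 83.0%), against 9.93% (7.25 to 13.2%) of glia-like cells. The 668 neurons with none of them had a median of 1739 UMIs, compared with 3738.5 for the others. The alternative that moved this share most was thinning to 1000 UMIs, which gave 51.4% of neurons and 3.78% of glia-like cells.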

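The share of neurons with Trpv1 was 52.6% (40.8 to 64.2%) in the C11-like class, with a CPM of 238 (189 to 297), and 43.9% (31.7 to 56.7%) in the C12-like class, with a CPM of 141 (110 to 178). At 1000 UMIs it was 27.6% and 18.2%. In the clustering of all neurons, UMIs of both Trpv1 and Piezo2 were seen in 34.2% of C11-like and 28.6% of C12-like neurons.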

We used in situ hybridization to examine co-localization of Trpv1 or Piezo2 with Nppb (a marker for C11) and Mrgrpra3 (C12). The ISH data demonstrate that only a fraction of the Mrgpra3 neurons but all Nppb cells express Trpv1 (Fig 4a). In contrast, all Mrgpra3 and most Nppb cells express the mechanosensitive ion channel Piezo2 (Fig 4b). Thus multi-labeling techniques can rapidly resolve ambiguities and substantially enhance interpretation of unbiased cluster analysis.

**Fig 4:**
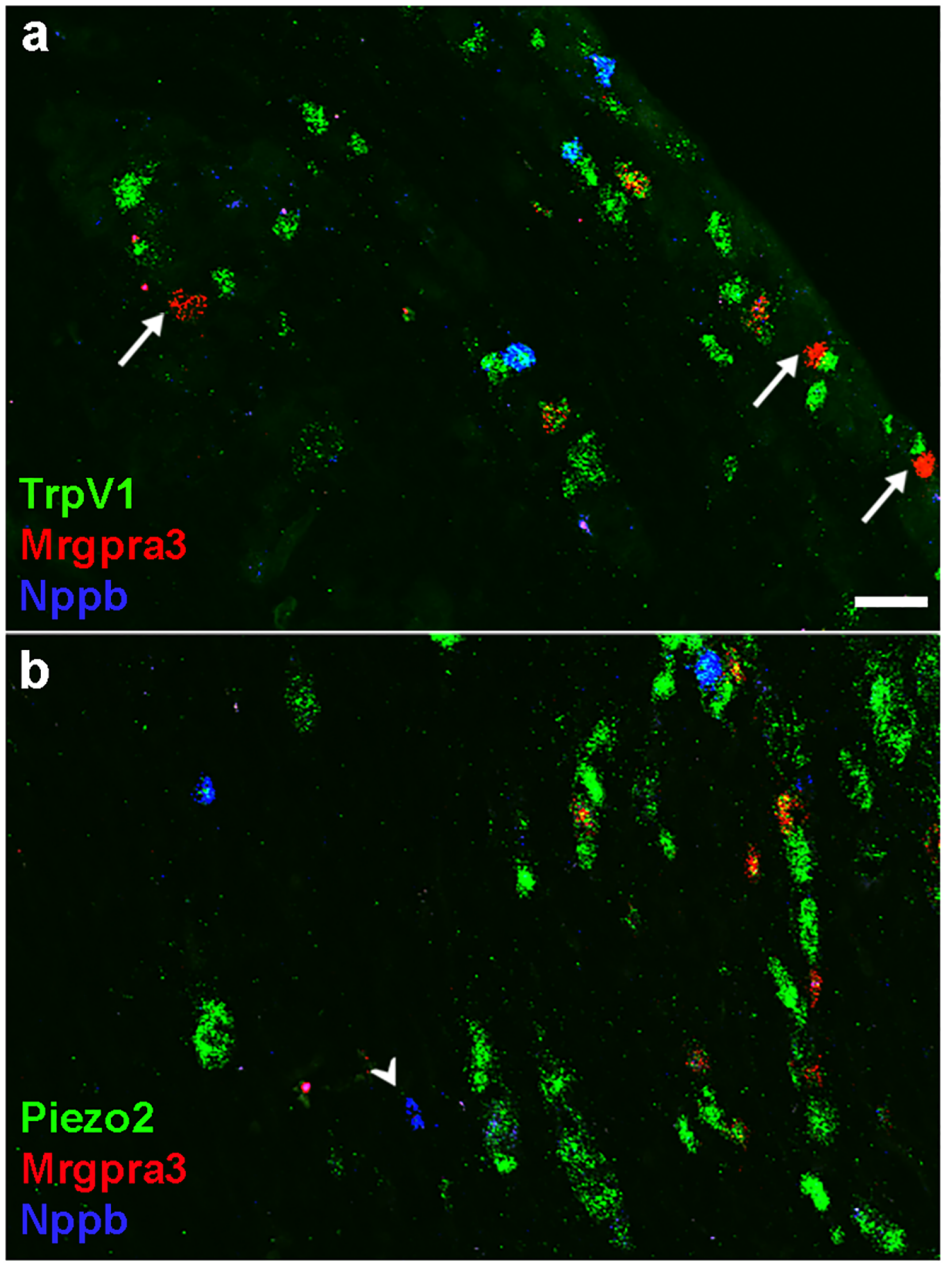
ISH localization of Nppb, Mrgpra3, Trpv1 and Piezo2 highlight the difficulty of assessing penetrance of low to moderate level gene expression in sc-transcriptome data. Representative sections through trigeminal ganglia subjected to three color, triple label ISH for (a) Nppb, Mrgpra3 and Trpv1 illustrate that all neurons expressing Nppb (blue) are also positive for Trpv1 (green); in contrast only a subset of Mrgpra3 neurons (red) co-express Trpv1; arrows indicate Mrgpra3 neurons not expressing Trpv1. (b) Trigeminal ganglion neurons expressing Mrgpra3 (red) all co-express Piezo2 (green); most Nppb (blue) also co-express Piezo2; arrowhead highlights a single Nppb positive, Piezo2 negative neuron. Note that Nppb and Mrgpra3 label almost completely non-overlapping subsets of neurons; scale bar 50 μm.

The second issue relates to the assumption that approaches like Dropseq provide a quantitative analysis of a cell population. In many cases this is likely to be true; however, trigeminal neurons are heterogeneous with considerable morphological variation including soma size [18]. Therefore techniques used in the isolation of single neurons and differences in efficiency of mRNA capture may affect representation of different classes of trigeminal neurons. Indeed the triple label ISH identifying Trpv1, Trpm8 and Piezo2 positive neurons exposed a marked difference between the numbers of positive cells that would be predicted from Dropseq data and the observed frequency of positive cells (Figs 2b and 3). ISH results demonstrate that about 2.5-times as many cells express Piezo2 as Trpv1 (Fig 3c). By contrast, the number of Piezo2 and Trpv1 positive sc-transcriptomes as well as the number of cells in clusters that prominently express these gene predict that relatively similar numbers of neurons should express these transcripts (Fig 3a and S3 Table). Thus the trigeminal sc-transcriptome does not quantitatively reflect the trigeminal ganglion.

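A UMI of Piezo2 was seen in 1835 neurons, 50.2% (48.5 to 51.8%), and of Trpv1 in 1256, 34.3% (32.8 to 35.9%), a ratio of 1.46 (1.36 to 1.57). Thinning left shares of 31.5% and 16.8%. Requiring at least 2 UMIs moved the ratio most, to 1.92. The ratio of neurons with Scn9a to those with Trpv1 was 2.31 (2.16 to 2.47), and that of neurons with S100b to those with Trpv1 was 0.783 (0.719 to 0.851). Requiring at least 2 UMIs moved the first of these most, to 2.92, and thinning the second, to 0.933. The intervals of the ratios treat the neurons with each gene as separate counts. The groups share neurons, 356 of them for Piezo2 and Trpv1, so these intervals are approximate.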

To better understand the nature and extent of this bias, we carried out additional multilabel in situ hybridizations using markers of several additional clusters and groups of clusters including S100b, Cd34 and Mrgprd (Fig 5). Quantitation of ISH data (S3 Table) demonstrate that large cells, represented by expression of S100b (and Piezo2) as well as smaller cells expressing Mrgprd (and Piezo2) are underrepresented in the Dropseq analysis relative to ISH. One possibility is that STAMPs from these cells are not as rich in transcripts and genes as those of other cells and are thus filtered from our analysis. Indeed, when we adjusted the stringency for sc-transcriptome inclusion by requiring that a library contains at least 900 genes, the number of S100b neurons in the clustering falls relative to other clusters. However, we also suspect that the single cell preparation and, perhaps instability of flowing the large S100b positive cells through the narrow channels of the Dropseq device have a role in the underrepresentation of particular cells. 

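At least 900 genes were seen in 90.4% (89.4 to 91.4%) of neurons. Of the 983 neurons with S100b, 91.6% (89.6 to 93.2%) passed this limit, with a median of 4087 UMIs over all 983. When S100b-positive neurons were called at 1000 UMIs, 86.6% (83.5 to 89.3%) of them passed, compared with 91.7% (89.3 to 93.8%) of the neurons called positive for Trpv1 and 91.9% for Piezo2 in this way, and with 86.7% (81.0 to 91.2%) for Trpm8 and 86.1% (70.5 to 95.3%) for Mrgpra3. By class, in the clustering of all neurons, 86.4% (83.2 to 89.2%) of C4/C6-like neurons passed, 88.3% of C1-like, 88.6% of C2-like, 96.2% of C5-like, 94.9% of C3-like and 92.2% of C7-like neurons.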

Although there is no reason to believe that important subtypes of trigeminal neurons are completely absent from our analysis, the significant loss of the large diameter mechanosensors reduces the power of sc-transcriptome analysis for identifying subclasses of these neurons and we predict that increasing the number of these cells would likely resolve more than 3 classes of large diameter mechanosensors (see [33]).

**Fig 5:**
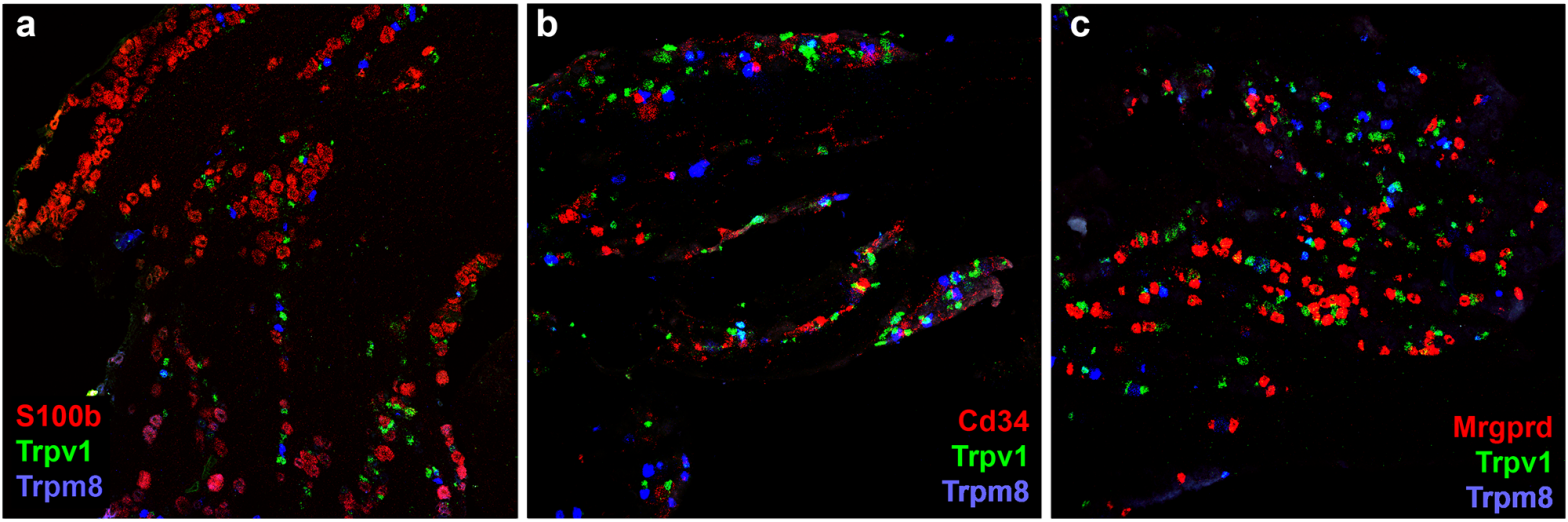
ISH localization markers reveals bias in representation of some cell classes in the Dropseq data. Triple label ISH of sections from the trigeminal using probes for Trpv1 (green) and Trpm8 (blue) together with (a) S100b, (b) Cd34 and (c) Mrgprd (red) support extensive segregation of these three markers from Trpv1 and Trpm8 in trigeminal neurons in keeping with their expression profiles in non-overlapping clusters of neurons. However, the ISH data illustrate discrepancies between the relative numbers of hybridizing cells with probes to S100b and Mrgprd and the representation of STAMPs expressing these markers in Dropseq data. Cell counts are quantitated in S3 Table and demonstrate that STAMPs expressing Mrgprd and S100b are underrepresented in the Dropseq data.

### Molecular classes of trigeminal neurons and their relationship to somatosensory neuron classes identified in the DRG

Five of the thirteen types of neurons identified by clustering trigeminal sc-transcriptome data corresponded closely to classes previously described amongst DRG neurons [15–17]. Interestingly, these are the most distinct clusters and are well separated in the tSNE representation (Figs 1b and 2). They include C13 (marked by Mrgprd, Fig 5c), C11, cells likely involved in mediating inflammatory itch (Fig 4) and C5, a distinct group of Ntrk2, Nefh, S100b positive neurons that closely corresponds to the large, mechanosensitive Ntrk2 neurons that were identified in the DRG [16, 17]. 

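Ntrk2, on chromosome 13 from 58806569 to 59133970, was seen in 87.0% (75.1 to 94.6%) of the 54 C5-like neurons, 61.1% at 1000 UMIs, with a CPM of 934 (840 to 1036). The next highest CPM of the named classes was 82.5 in C4/C6-like neurons, with a share of 21.1%. These shares stand beside 9.46% of glia-like and 1.43% of red blood cell-like cells. At 1000 UMIs these 2 backgrounds still differed, with 4.26% and 1.02%, so the glia-like share may not be background alone. The C5-like class held 16.4% of all 287 neurons with Ntrk2. S100b (chromosome 10, 76253853 to 76261159) had a CPM of 1477 in C5-like and 1608 in C4/C6-like neurons.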

Two other classes of neurons, C3 (marked by Cd34, Fig 5b) and C12 (expressing Mrgpra3, Fig 4) also very selectively express some of the markers of neuronal types that were identified in the DRG [16, 17]. However, sc-transcriptome data indicate that there are substantial differences in the expression pattern of diagnostic genes in these neurons between the DRG and trigeminal ganglia.

Cluster C3 is a group of neurons that express high levels of the mechanosensitive channel Piezo2 but low levels of Nefh (Fig 6a). They are the main group of cells that express the metabotropic purinergic receptor P2ry1 (Fig 6a) and contain other transcripts that in the DRG are associated with a class of neurons marked by expression of tyrosine hydroxylase (Th) and the vesicular glutamate transporter VGlut3 (Slc17a8). 

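P2ry1, on chromosome 3 from 61002795 to 61008982, was seen in 606 neurons, and 56.6% (52.5 to 60.6%) of them were C3-like. It was seen in 75.4% (71.2 to 79.3%) of C3-like neurons with a CPM of 351, in 59.3% of C5-like neurons with a CPM of 258, and in 0.946% of glia-like cells. Gm7271, on chromosome 5 from 76484040 to 76516649, was seen in 91.0% (88.0 to 93.5%) of C3-like neurons, 65.3% at 1000 UMIs, with a CPM of 1156. The C3-like class held 54.1% of all neurons with Gm7271.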

The shared markers include the genes Cd34 and Gm7271([16, 17] and S1 Table). Notably neither Th nor Slc17a8 is highly represented or particularly selective for cluster C3 in the trigeminal Dropseq data (Fig 6a and S1 Table). 

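Th, on chromosome 7 from 142892752 to 142931128, was seen in 5.63% (4.91 to 6.43%) of neurons. The share was 14.1% (11.0 to 17.6%) of C3-like, 14.1% (9.99 to 19.0%) of C2-like and 8.99% of C1-like neurons, with a CPM of 86.0 (76.2 to 96.7), 53.0 and 30.8. C3-like neurons made up 31.1% of the neurons with Th. Among the 324 neurons with Cd34, 15.7% (12.0 to 20.2%) also had Th, compared with 4.65% of the others. Slc17a8, on chromosome 10 from 89574020 to 89621253, was seen in 70 neurons, and 71.4% of them were C3-like, which is 11.0% (8.27 to 14.2%) of that class at a CPM of 17.6 (13.3 to 22.8). At 1000 UMIs, 4.84% of C3-like neurons had Th and 2.20% had Slc17a8. In glia-like cells the share was 0.473% for Th and 0.236% for Slc17a8.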

We reasoned that this could be because there are differences in gene expression in the DRG and trigeminal ganglia, or alternatively that it reflects dropout of these transcripts from STAMPs and the lower depth of sequencing in our data. To distinguish these possibilities we used in situ hybridization to examine the expression of Th and Cd34 in both the trigeminal ganglion and DRG (Fig 6b and 6c). Our results confirm extensive co-expression of Th and Cd34 in the DRG, but also demonstrate that Th is expressed in a much smaller number of cells in the trigeminal ganglion, and show that in this ganglion, Cd34 positive neurons do not generally contain Th, exactly as predicted by the Dropseq data.

**Fig 6:**
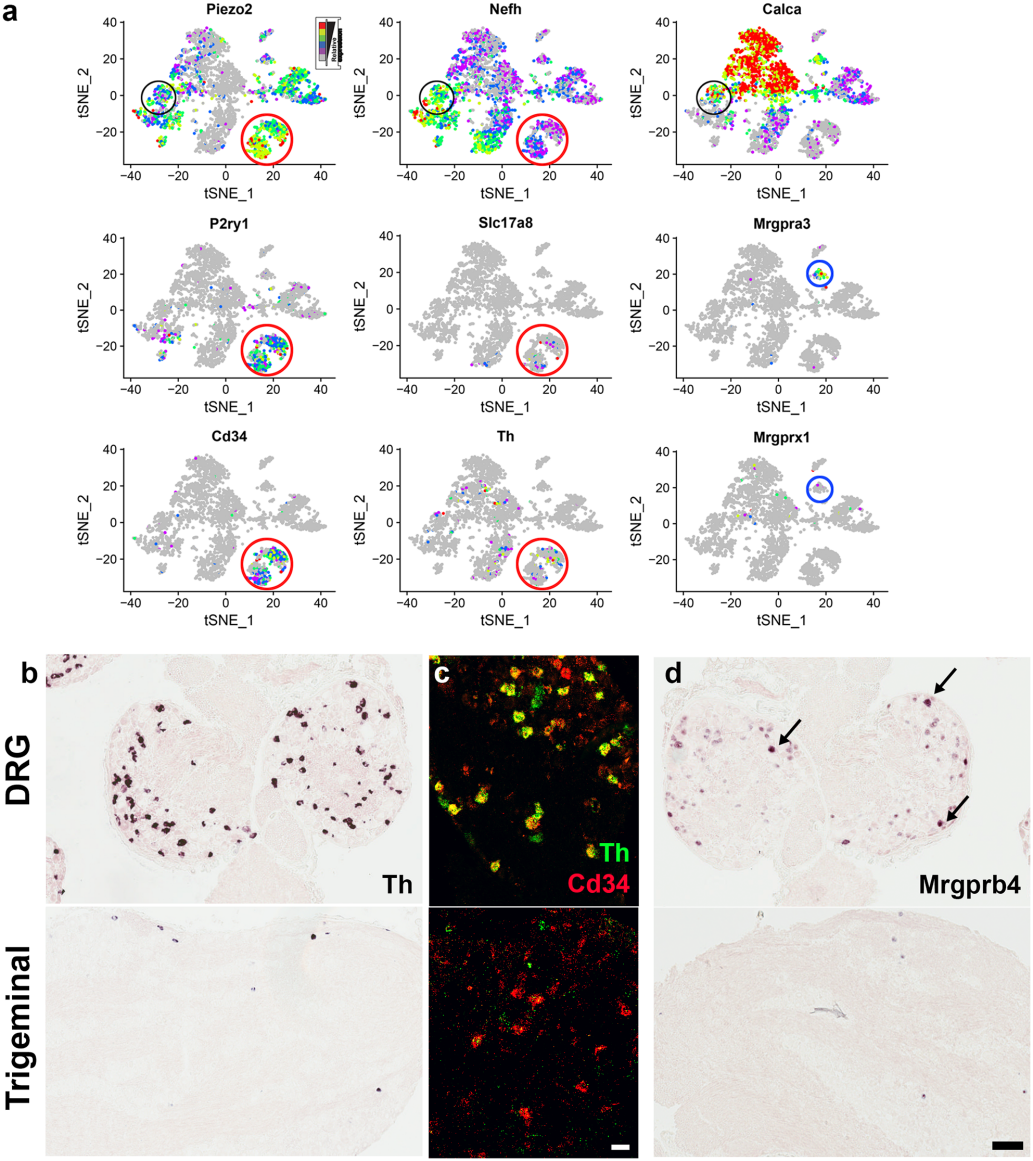
Expression of marker genes that differ between DRG and trigeminal ganglia. (a) Expression profiles of genes in trigeminal Dropseq data are shown in tSNE plots. In the trigeminal ganglion, putative affective touch neurons (red circles) expressing high levels of the mechanosensory ion-channel Piezo2 but low levels of Nefh are marked by Cd34 and P2ry1 but not by Slc17a8 orTh. Similarly the Mrgpra3 cluster (C12, blue circles) is not enriched in Mrgprx1 expression. Black circles highlight a class of large diameter (Nefh, high), mechanosensory (Piezo2, high) neurons that co-express Calca. (b-d) Representative sections of DRG (upper panels) and the trigeminal ganglion were subjected to ISH. (b) Single label ISH confirms that Th is prominently expressed in many DRG neurons but is only found in a much smaller subset of trigeminal cells. (c) Double label ISH reveals extensive co-labeling of DRG neurons expressing Cd34 (red) with Th (green) but demonstrates that the majority of trigeminal Cd34 neurons do not contain detectable Th. (d) ISH demonstrates that Mrgprb4 is prominently expressed in a small subset of DRG neurons (arrows), with weaker expression in many additional cells (upper panel). By contrast, Mrgprb4 is only weakly expressed in a small subset of trigeminal neurons. Scale bars; (c) 50 μm; (b, d) 100 μm.

Cluster C12 is marked by expression of the G-protein coupled receptor Mrgpra3 (Fig 6a). 

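Mrgprx1, on chromosome 7 from 48020971 to 48027597, was seen in 37 neurons, 1.01% (0.713 to 1.39%) of all neurons, with 44 UMIs in total. No glia-like or red blood cell-like cell had a UMI of it, which allows shares of up to 0.709% and 0.613%. The C12-like class held 8 of the 37 neurons, 21.6%, and 12.1% (5.38 to 22.5%) of its neurons had a UMI of Mrgprx1, at a CPM of 20.1 (9.66 to 37.0). The C7-like class held 9 of the 37 neurons, with a share of 6.92% (3.21 to 12.7%), and the C9/C10-like class another 9. At 1000 UMIs, 7 neurons had a UMI of it, and the share was 1.52% of C12-like neurons.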

In the DRG, it was reported that Mrgprx1 [16, 17] also marks this class of neurons, whereas trigeminal Dropseq data indicate that Mrgprx1 is predominantly found in other clusters (Fig 6a). 

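Mrgprb4, on chromosome 7 from 48198070 to 48199288, was seen with 3 UMIs in 2 neurons, 0.0547% of all neurons, of which 1 was C12-like and 1 C13-like. No glia-like cell had a UMI of it, and neither had any neuron at 1000 UMIs, which allows a share of up to 0.0820%.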

Another Mas-related GPCR, Mrgprb4 was proposed to subdivide this class of neurons in the DRG [16] but is absent altogether from our trigeminal sequence data. We used in situ hybridization to examine the expression of Mrgprb4 in both ganglia (Fig 6d). Notably, whereas Mrgprb4 is expressed in a large subset of DRG ganglion neurons, it is only detected in a much smaller number of trigeminal neurons. Taken together, these data concentrating just on a few genes that have been singled out as important markers of classes of DRG neurons demonstrate that there are significant differences in gene expression between related neuron populations in the DRG and trigeminal ganglia.

Other neuronal classes identified from clustering trigeminal sc-transciptomes less obviously matched the groupings assigned for the DRG. In particular, Clusters C1 and C2, well resolved groups of neurons prominently expressing Trpm8 (Fig 2) were not distinguished by DRG single cell sequencing [15–17]. Moreover, although our analysis identified classes of trigeminal neurons that are rich in neuropeptides including clusters C7, C8, C9 and C10 (Fig 2a and S1 Fig) their expression profiles (Fig 2a and S1 Table) are not concordant with any class of neuron defined by DRG single cell analysis [15–17]. Similarly apart from the well resolved Ntrk2 class of Nefh/S100b cells (C5), other groups of Nefh/S100b neurons identified in the present study (C4 and C6) show significant differences from the various groupings that were resolved in the DRG (compare S1 Table and [15–17]).

Do these differences in neuronal classes reflect biology or the different approaches used? I.e., do the trigeminal and DRG contain some fundamentally different neuron types; or does variation between neurons within the divergent clusters mean that under-sampling of cells and/or transcripts prevents accurate classification of the full neural-repertoire? Clearly, it is likely that a combination of these explanations explains the differences. For example, the trigeminal ganglion does not contain proprioceptive neurons that were prominent in the DRG analysis [15–17]. Conversely, because Trpm8 cells have previously been implicated as selectively responsible for behavioral responses to cooling [4, 5], we suspected that under-sampling of Trpm8 neurons in the DRG likely prevented clustering of these neurons in the earlier analyses [15–17]. Indeed, in situ hybridization detects significant populations of Trpm8 neurons in both DRG and trigeminal ganglia (Fig 7) and demonstrates similar overlap with other genes that are present in C1 and C2 in the trigeminal dataset. These include Trpv1 (Fig 7a), the transcription factor Foxp2 (Fig 7b), which we discovered is expressed at a low level but very closely matches Trpm8 expression and a novel G protein coupled receptor, Gpr26, which we show to be present in most Trpm8 cells as well as additional cells outside the Trpm8-clusters (Fig 7c), as predicted from the Dropseq analysis (Fig 7d). Thus we conclude that Trpm8 neurons were missed from previous studies [15–17] because not enough of these cells were sequenced. 

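Foxp2, on chromosome 6 from 14901349 to 15441977, was seen in 40.1% (35.2 to 45.2%) of the neurons with Trpm8 and in 1.22% of those without it. Of the 196 neurons with Foxp2, 91.8% (87.1 to 95.3%) were C1-like or C2-like. Its CPM was 103 in C1-like and 101 in C2-like neurons. Gpr26, on chromosome 7 from 131966460 to 131994405, was seen in 58.9% (53.8 to 63.8%) of the neurons with Trpm8. C1-like and C2-like neurons made up 58.6% (54.1 to 63.0%) of the 488 neurons with Gpr26, and the gene was also seen in 11.7% of C8-like and 11.0% of C9/C10-like neurons. At 1000 UMIs, 14.4% of the neurons with Trpm8 had Foxp2 and 23.4% had Gpr26. In glia-like cells, each of these genes was seen in 0.473% of cells.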

Quantitation of ISH data shows that the proportion of Trpv1, Trpm8 double positive neurons is higher in trigeminal than in DRG (Fig 7a). Nonetheless, although there may be differences in numbers and specific gene expression profiles between the neurons in the trigeminal and the DRG, we anticipate that most if not all classes distinguished by sc-transcriptome analysis of the trigeminal ganglion are shared across these somatosensory ganglia. Indeed, additional ISH data (Fig 8) support this view. 

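Trpa1, on chromosome 1 from 14872648 to 14918862, was seen in 782 neurons, 21.4% (20.1 to 22.7%), against 0.946% of glia-like cells. UMIs of both Trpv1 and Trpa1 were seen in 496 neurons, which is 39.5% (36.8 to 42.3%) of the neurons with Trpv1, and Trpa1 in 11.9% of the neurons without Trpv1. At 1000 UMIs these shares were 22.6% and 6.97%. The C8-like class held 54.4% of the neurons with both genes, and both were seen in 58.6% of its neurons.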

First, Dropseq analysis identified a subset of Trpv1-neurons that co-expresses Trpa1 in the trigeminal ganglion (Fig 2b and Fig 8a); ISH demonstrates that such neurons are found both in the trigeminal and DRG (Fig 8b). 

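In C13-like neurons, 24.3% (20.9 to 27.9%) had a UMI of Trpa1, 5.94% at 1000 UMIs, with a CPM of 66.9, compared with a CPM of 765 in C8-like neurons. Of the neurons with Mrgprd, 27.3% (23.5 to 31.3%) had Trpa1, compared with 20.4% of the neurons without Mrgprd. At 1000 UMIs the order was the opposite, with 6.46% and 9.87%, and no order was read from it.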

Interestingly, Dropseq analysis suggests (S1 Fig) that Trpa1 may be expressed at a low level in Mrgprd cells. Triple label ISH confirms this in both the trigeminal and DRG (Fig 8b), demonstrates that Trpa1 expression subdivides Mrgprd cells and shows that some of the Mrgprd / Trpa1 neurons also expressTrpv1. In addition, Trpa1 is expressed in some cells that contain neither Trpv1 nor Mrgprd (arrowed in Fig 8b); these cells appear more prominent in the trigeminal ganglion and are also detected in the Dropseq data (S1 Fig). 

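Neither Trpv1 nor Mrgprd was seen in 178 of the 782 neurons with Trpa1, 22.8% (19.9 to 25.9%). In the clustering of all neurons, 60 of these were C8-like, a class with Trpv1 in most of its neurons, 48 C3-like, 26 C9/C10-like and 10 C4/C6-like. With the named genes left out, Trpa1 had in C3-like neurons a CPM of 18.5 and was seen in 1.98% of neurons at 1000 UMIs.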

Second, single cell data point to a class of large mechanosensory neurons that express Calca (Fig 6a). Double label ISH demonstrates that a subset of large neurons expressing the marker Thy1 are Calca positive in both sets of ganglia (Fig 8c). Since Thy1 and Calca expression primarily overlap in the neurons that make up cluster C6 (Fig 8a and S4 Fig) we surmise that this cluster is composed of large mechanosensory cells and is present in both the trigeminal and DRG.

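C6 had a cluster of its own at a fixed resolution of 1, in a clustering in which Thy1 (chromosome 9, 44043384 to 44048579) and Calca took part. UMIs of both genes were seen in 125 of its 173 neurons, 72.3% (64.9 to 78.8%), or 41.0% at 1000 UMIs. These neurons made up 27.2% of the 459 neurons with both genes. Other classes had both genes in 28.8% (C5-like), 25.6% (C7-like), 20.2% (C4-like), 15.4% (C1-like) and 15.1% (C9-like) of their neurons. The CPM of Thy1 was 949 in C6-like and 496 in C4-like neurons, and that of Calca 4942 and 314.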

**Fig 7:**
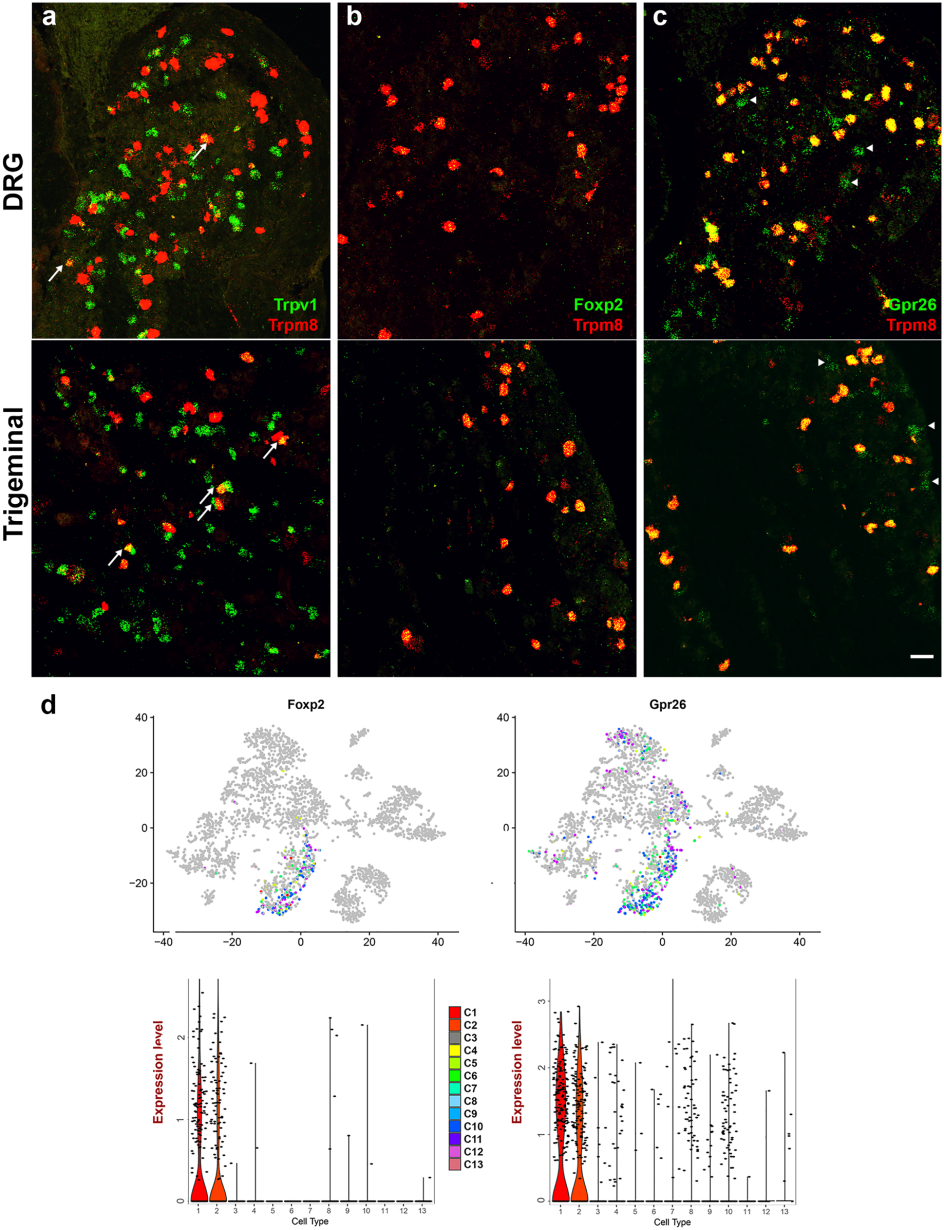
Trpm8 neurons have related expression profiles in the DRG and trigeminal ganglion. (a-c) Representative sections of DRG (upper panels) and trigeminal ganglion (lower panels) probed by double label ISH illustrate co-expression of Trpm8 (red) with (a) Trpv1, (b) Foxp2 and (c) Gpr26 (green). Note the similarity of expression patterns between the different somatosensory ganglia: (a) there is limited overlap between Trpv1 and Trpm8 in both ganglia (arrows) with 28 double positive in 534 Trpv1 and 265 Trpm8 cells across 7 sections in the DRG (5% of Trpv1 and 11% of Trpm8 neurons); for comparison a higher double positive ratio was observed in the trigeminal ganglion (12% of Trpv1 and 23% of Trpm8 cells, Fig 3; these differences are significant (p < 10^−4^, two tailed z-test). (b) Foxp2 is expressed with high specificity but at a low level in Trpm8 cells in both types of ganglion; (c) Gpr26 is another good marker of Trpm8 cells in both ganglia but is also expressed in cells that do not contain the cooling sensitive ion-channel (arrowheads); scale bar 50 μm. (d) Expression profiles of Foxp2 and Gpr26 in STAMPs indicated in tSNE (upper panels) and violin plots (lower panels) demonstrate that Dropseq analysis closely matches the ISH localization data.

**Fig 8:**
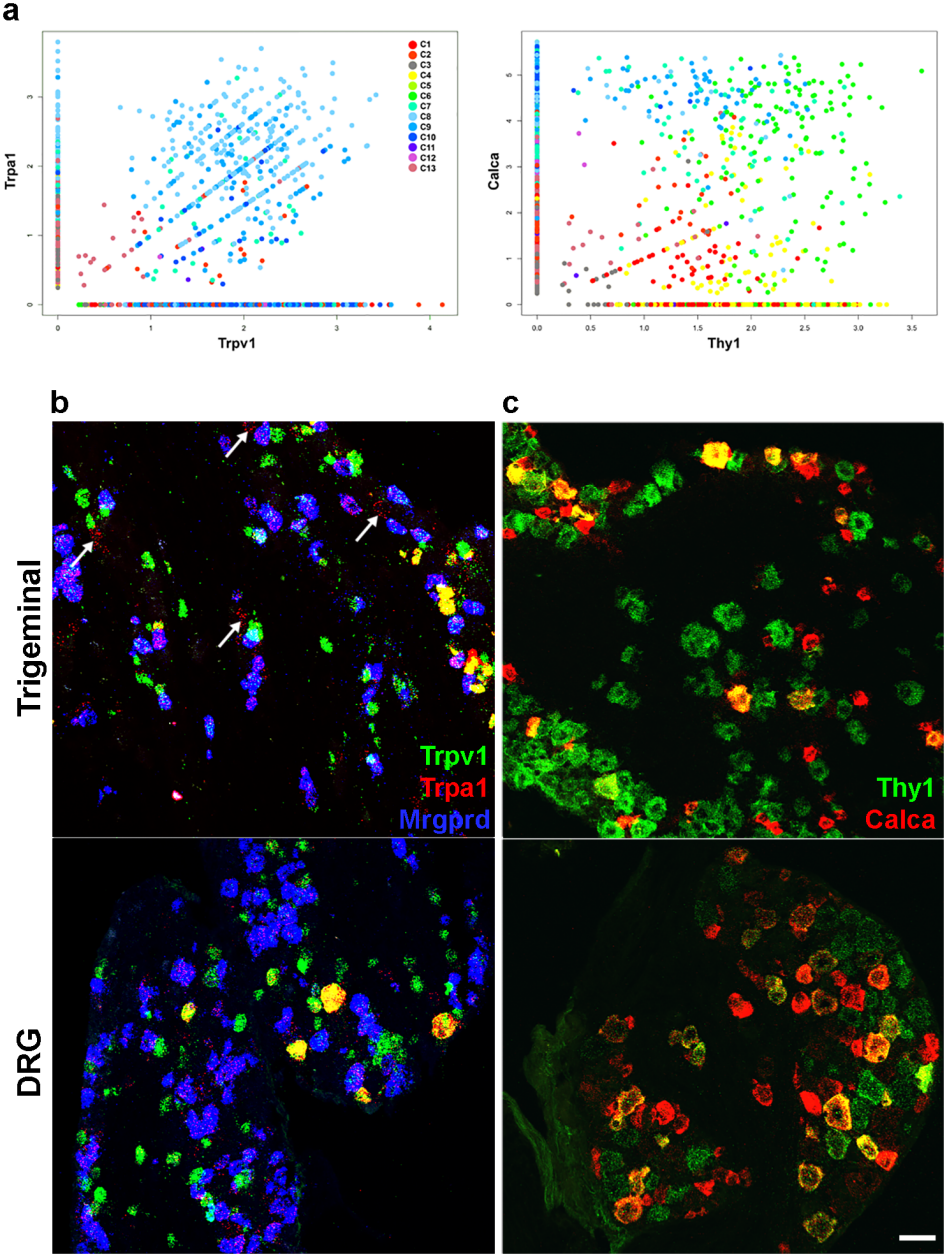
Co-expression patterns predicted by trigeminal Dropseq are found in DRG as well as trigeminal ganglia. (a) Relative expression level of genes in positive STAMPs plotted against each other and color coded according to cluster highlights co-expression of Trpv1 and Trpa1 in cluster C8 and co-expression of Thy1 and Calca in cluster C6 with far less co-expression outside these cells (see also Fig 2 and S4 Fig). (b,c) Representative sections of trigeminal (upper panels) and DRG (lower panels) probed by in situ hybridization illustrate (b) that a subset of Trpv1 neurons (green) express high levels of Trpa1 (red). However, many neurons, strongly positive for Trpv1 are Trpa1 negative in both types of ganglion. Note that a large subset of neurons expressing Mrgprd (blue) express a lower level of Trpa1 and that a smaller subset are also positive for Trpv1 in both trigeminal and DRG. A separate group of cells that do not express Trpv1 or Mrgprd are weakly positive for Trpa1 (arrows in the trigeminal ganglion) as predicted from the sc-transcriptome analysis (see also S1 Fig); these neurons may be less prominent in the DRG. (c) Thy1 (green) and Calca (red) are co-expressed primarily in large neurons in both the DRG and trigeminal ganglion; scale bar 50 μm.

### Concluding remarks

We carried out large-scale single cell sequencing of the trigeminal ganglion as a means to distinguish classes of neurons that might be involved in its specialized somatosensory functions [18]. As expected, our analysis identified several classes that were also found in the DRG including populations that mediate itch [15–17] and uncovered new classes of neurons in the trigeminal ganglion. For example, two clusters expressing Trpm8 that were not seen in previous datasets likely function in cold detection, and the broad group of nociceptors prominently expressing Trpv1, Calca and Tac1 is subdivided into 4 distinct clusters in our analysis and differ from the classes of peptidergic neurons identified in the DRG [15–17]. However, differences in approach appear to account for some of this variation (Figs 7 and 8) and perhaps surprisingly, the lumbar DRG, which primarily innervate skin and muscle, appear to largely share the neuronal classes found in the trigeminal ganglion with its much more varied sensory input e.g. oral mucosa, cornea, meninges, etc.

There remain some questions as to the exact significance of the different clusters that are identified in this type of analysis. For example, is each one a distinct class of neurons that together have a common functional role? In some cases, the clusters are very homogeneous and likely simply represent spatially separated parallel lines of sensory input. For example, the small, well separated cluster C11 selectively expresses a number of genes associated with inflammatory itch. However, a major surprise was that genes including Trpv1 [3, 4, 24] and Piezo2 [28, 29] are often broadly expressed across clusters that likely have quite different sensory roles. Double label ISH using Trpv1 (Figs 3 and 4), demonstrates that this gene, which is often referred to as a marker for heat sensitive neurons, generates potential for functional diversity within classes of neurons mediating responses to cold and pruritogens. Similar cluster specific heterogeneity was observed for the mechanosensitive ion channel Piezo2 (Fig 3) and other genes like Trpa1 (Fig 8) and the inflammation and pain related neuropeptide Calca (S1 and S3 Figs). Thus, our results demonstrate that many of the trigeminal neuronal clusters encompass groups of receptor cells with a range of potential sensitivities and tuning properties. It is tempting to speculate that this type of variation helps explain the four separate types of cold responsive neurons, including a class that only responds to cold after injury, described recently [8]. Finally, the variation in expression of genes that have been considered markers for select classes of somatosensory neurons adds important nuance to the concept of labeled lines as a primary mechanism of somatosensory signaling and confirms electrophysiological findings describing polymodal nociceptors [2].

The trigeminal sc-transcriptome dataset provides a valuable resource for performing in silico expression analysis. This can complement other approaches in assigning roles for genes and cells in somatosensation, potentially cementing earlier deductions as well as raising questions about the roles and interactions of specific genes. For example, the sodium channel, Scn10a (Nav1.8) has been widely used as a marker for a broad subset of c-fiber nociceptors [34, 35]. However, its distribution is quite variable across the different classes of trigeminal neurons (S4 Fig), with no expression in the clusters that likely respond to cooling and express Trpm8. 

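Scn10a, on chromosome 9 from 119608456 to 119719322, was seen in 52.2% of neurons. The share was 5.04% (2.78 to 8.31%) of C1-like and 6.02% (3.41 to 9.74%) of C2-like neurons, with a CPM of 8.40 and 11.9. Glia-like cells had a share of 3.07% (1.65 to 5.20%), and red blood cell-like cells 4.29%. At 1000 UMIs the share was 2.16% of C1-like, 1.61% of C2-like and 1.65% of glia-like cells, so expression above background was not detectable in these classes at this depth. In C5-like neurons the share was 7.41% at a CPM of 10.4. In the other named classes it ranged from 31.2% of C4/C6-like neurons, at a CPM of 179.8, to 92.7% of C13-like neurons, at a CPM of 1116, and 93.9% of C12-like neurons, at a CPM of 1114.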

One of the phenotypes of Scn10a knockout mice is a dramatically reduced response to painful cold but unchanged avoidance of cool [35]. Consequently, clusters C1 and C2 (and therefore also Trpm8) are not likely to be the principle detectors of painful cold. Another sodium channel, Scn1a, which has recently been implicated in painful mechanosensation [36], is expressed in classes of mechanosensory neurons but is also prominent in Trpm8 cells (S4 Fig), insinuating a role for this channel in cool temperature responses. Similarly, the membrane protein, Tmem100 was shown to be an important modulator of interactions between Trpv1 and Trpa1 [37]. 

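Scn1a, on chromosome 2 from 66270778 to 66440840, was seen in 56.1% (50.1 to 62.0%) of C1-like neurons with a CPM of 187, and in 26.5% of C2-like neurons with a CPM of 83.8. In the classes with Piezo2 as leading channel, the CPM was 269 in C4/C6-like, 209 in C5-like and 94.9 in C3-like neurons, but 2.38% of C13-like neurons had a UMI of it. At 1000 UMIs the share was 19.4% of C1-like, 7.23% of C2-like, 22.8% of C4/C6-like, 22.2% of C5-like and 7.91% of C3-like neurons. It was seen in 4.12% of C8-like neurons and 1.18% of glia-like cells.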

Interestingly, in the trigeminal ganglion, the expression pattern of Tmem100 is not restricted to the neurons co-expressing these two Trp-channels (S4 Fig) again suggesting additional roles for Tmem100. 

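Tmem100, on chromosome 11 from 90030348 to 90036508, was seen in 60.0% (51.0 to 68.5%) of C7-like neurons, 51.8% (48.1 to 55.5%) of C9/C10-like and 35.4% (31.0 to 39.9%) of C8-like neurons. The CPM was 263, 257 and 148 in this order, and Trpa1, by comparison, was seen in 25.4%, 22.8% and 71.1% of these neurons. At a fixed resolution of 1, in a clustering with these genes, Tmem100 was seen in 43.4% (35.9 to 51.1%) of C6-like neurons, of which 9.25% had Trpv1 and 1.73% Trpa1. In glia-like cells, 1.89% had a UMI of Tmem100.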

The raw dataset and Seurat clustering associated with our analysis has been deposited in GEO (Accession number: GSE101984).

Taken together, our results expose considerable diversity amongst somatosensory neurons in part by defining new classes of nociceptors and identifying distinctions between DRG and trigeminal neurons, but most notably by demonstrating heterogeneity even amongst neurons that co-cluster based on their gene expression profile. This heterogeneity means that direct identification of single markers for dissecting expression-function relationships may not be possible for all classes of somatosensory neurons. However, our data suggest that combinatorial methods should allow targeting of most clusters and in the future this approach could also be used to investigate the role of subsets of cells like the Trpm8 neurons that co-express Trpv1. Finally, it is likely that new developments that increase read depth as well as approaches like nuclear-RNA sequencing [38], which may reduce biases in cell isolation, will further boost the power of sc-transcriptomics for studying sensory detection. We anticipate that in the near future such improvements may even allow monitoring of activity dependent changes in gene expression to be used as a means to directly probe the function of individual cells.

## Supporting information

S1 Fig Cluster specific expression profiles of select genes reported to play key roles in somatosensation. (a) Dot plots depicting transcript representation in STAMPs comprising the 13 clusters C1-13. The diameter of the dot is related to the fraction of STAMPs in that cluster expressing the gene; the shade of the dot reflects the relative level of expression of a transcript in a cluster. (b) Violin plot display of expression data for the same genes: gene expression for individual STAMPs is represented by dots; vertical lines show the maximum expression level in a cluster while colored curves depict the significant expression in individual clusters. The colors are identical to those used in Fig 1c. Note that all these genes exhibit marked differences in expression between the different classes of neurons identified in the clustering analysis.
(TIF) Click here for additional data file.

S2 Fig Prominent pan-neuronal markers illustrate the problem of “dropout” of even highly expressed genes in individual STAMPs. Three different representations of gene expression demonstrate that very highly expressed genes such as Actb or Tubb3 are found in almost every STAMP used in our analysis (98% and 94% respectively). In contrast, other highly expressed genes Snap25 and Scn9a that are expected to be present in all somatosensory neurons are absent from a substantial number of STAMPS as indicated in (a) the tSNE representation, (b) the dot plot and (c) the violin plot; Snap25 and Scn9a are present in 81% and 79% of STAMPs. Note that the dropout of Snap25 and Scn9a is cluster dependent and the cluster specific patterns of expression for these two genes do not match as can be seen in (a) the tSNE representation. Dot plot analysis (b) shows that dropout is greater (smaller dots) for clusters where average relative expression is lower (paler shade). This is also apparent from the violin plot (c) where the extent of the null population is related to the size of the lower bulge. Note neither the number of genes (nGene) nor the number of UMIs (nUMI) is dramatically different between clusters.
(TIF) Click here for additional data file.

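Across the named classes of the clustering of all neurons, the median number of UMIs per neuron ran from 2534 in the C8-like to 4957.5 in the C12-like class, and the median number of genes from 1586 to 2463 in the same classes. The unnamed cluster led by Ermn had lower medians, with 1717.5 UMIs and 1163 genes.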

S3 Fig Trpm8 neurons that express Trpv1 primarily localize to the Trpm8 clusters C1 and C2. Shown in each graph are the relative expression of a markers and Trpm8 within STAMPs that are positive for either gene; the points represent a single STAMP and are color coded according to cluster using the colors shown in Fig 1c. (a) STAMPs co-expressing Trpm8 and Trpv1 are mainly clustered in C1 (red) and C2 (orange) with only a few STAMPs from the main Trpv1 clusters (blue) being positive for both genes. Most Trpm8 neurons that do not cluster in C1 and C2 (circled, including those that express Trpv1) express high levels of (b) Calca, a marker of peptidergic nociceptors and low levels of (c) Lxn which is prominently expressed in almost all C1 and C2 neurons.
(TIF) Click here for additional data file.

S4 Fig Predictive value of in silico analysis illustrated by expression profiles of functionally important genes. Expression profiles for marker gene Thy1, the functionally important sodium channels Scn10a and Scn1a as well as the transmembrane protein Tmem100 represented in t tSNE analyses (upper panels) and violin plots (lower panels). Thy1 is primarily expressed in neurons that express the highest levels of Nefh, Nefm and Nefl and thus large diameter neurons. Note Scn10a which is required for aversive responses to noxious cold is not expressed in the Trpm8 clusters C1 and C2 (starred). In contrast, Scn1a is prominently expressed in these neurons. Tmem100 was recently reported to mediate interactions of Trpv1 and Trpa1 that are important for pain sensation. However, whereas Trpv1 and Trpa1 co-expression is strongest in C8 (starred), Tmem100 is prominently expressed in other clusters including C6, which are a group of large (Thy1 high), Piezo2 positive neurons likely involved in mechanosensation that generally do not express either Trpv1 or Trpa1 but do express Calca (see Fig 8).
(TIF) Click here for additional data file.

S1 Table Top markers for each cluster. The 100 top markers for each cluster compared to total expression in all other clusters were determined using a combined likelihood ratio test [39] within Seurat. This test provides statistical data (P values, p_val) related to the chance that a gene is enriched in a cluster as well as values for expression level difference (avg_diff) and positive fraction of cells inside (pct.1) and outside (pct.2) the cluster. Each cluster has been provided a separate tab to aid sorting.
(XLSX) Click here for additional data file.

S2 Table List of genes used for heatmap shown in Fig 2. Genes are shown in the order displayed in the heatmap (Fig 2); the genes and order were chosen semi-empirically from top markers to highlight the similarities and differences between clusters.
(DOCX) Click here for additional data file.

S3 Table ISH demonstrates biases in Dropseq representation of different neural classes. Counts of positive cells using markers for trigeminal clusters, pan-neuronal genes and groups of neurons from multi-label ISH were compared with counts of positive cells in the Dropseq dataset. (a) Quantitation of positive cells in sections of the trigeminal ganglion probed by ISH with the pan-neuronal marker Scn9a in combination with one or two other markers of trigeminal neurons (see Methods). Positive STAMPs and STAMPs in the major clusters positive for a marker are also shown. We calculated z-scores between normally distributed proportions to determine whether differences between ISH and Dropseq data are significant; P values for a two tailed z-test are provided in the table (n.s.: not significant). Note that Trpv1 expressing neurons are significantly over-represented in the Dropseq data and Mrgprd cells are significantly under-represented both when STAMPs and clusters are analyzed. (b) Quantitation of positive cells in trigeminal sections probed by double label ISH with marker genes and Trpv1 compared to Dropseq positives by STAMP and cluster. Because Scn9a, S100b and Piezo2 probes all had the same RNAscope label, we compared each individually with Trpv1. In Dropseq data Trpv1 is over-represented relative to Scn9a, Piezo2 and S100b expressing neurons when compared with ISH data (P < 0.001, χ2 test for the extreme assumptions concerning overlap of expression both for cluster and STAMP analysis).
(DOCX) Click here for additional data file.

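The numbers of neurons by cluster, in the clustering of all neurons, were 527 in the C1-like and C2-like classes together, 452 in the C3-like, 516 in the C13-like and 79 in the C11-like class. The numbers of neurons with a UMI of the marker of each were 389 for Trpm8, 324 for Cd34, 532 for Mrgprd and 107 for Nppb.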

# Supplementary material for: Diversity amongst trigeminal neurons revealed by high throughput single cell sequencing
**Source:** PLoS One. 2017 Sep 28;12(9):e0185543. doi: 10.1371/journal.pone.0185543
**Supplement:** S2 Table — Genes are shown in the order displayed in the heatmap (Fig 2); the genes and order were chosen semi-empirically from top markers to highlight the similarities and differences between clusters.

**S2 Table. List of genes used for heatmap shown in Fig. 2**

| Plcd4 | Hpca | Chchd10 | Lxn | Rarres1 | Cdh8 | Trpm8 |
| --- | --- | --- | --- | --- | --- | --- |
| Cpne9 | Gpr26 | Foxp2 | Ccnd2 | Fam184b | Ctxn3 | Omg |
| Ociad2 | Thy1 | Kcnk1 | Cald1 | Gfra3 | Gal | Fam89a |
| Rnase4 | Fxyd6 | Ndrg1 | P2ry1 | Fam19a4 | Cd34 | Gm7271 |
| Cdh9 | Sema3e | Pou4f2 | Nrp1 | Adamts9 | Piezo2 | Kcnd3 |
| S100b | Thy1 | Kcna1 | Cpne6 | Scn1a | Lgi3 | Sfrp1 |
| Syt2 | Atp2b2 | Vsnl1 | Gda | Mgst3 | Sparcl1 | Cygb |
| Cdh13 | Nsg1 | Mef2c | Ntrk2 | Cadps2 | Baiap2l1 | Tmem72 |
| Lgi2 | Lypd1 | Pou4f2 | Ntrk1 | Chp2 | Trappc3l | S100a16 |
| Calca | Tac1 | Tmem100 | Trpv1 | Gal | Gpx3 | Adcyap1 |
| Gfra3 | S1pr3 | Zeb2 | Kit | Cyp1b1 | Ctxn3 | Kcnk18 |
| Aprt | Kitl | Acpp | Ptger1 | Il4ra | Gpr83 | Mfap5 |
| Gabra3 | Lpar1 | Trpa1 | Ccl21a | Trappc3l | Sh3d19 | Resp18 |
| Sstr2 | Gpr64 | Dcdc2a | Gsta4 | Nppb | Sst | Htr1f |
| Npy2r | Tesc | Ildr2 | Il31ra | Cysltr2 | Laptm4b | S1pr1 |
| Etv1 | Mrgpra3 | Nrp1 | Nxn | 4930529M08Rik | Rgs2 | Pde1c |
| Mrgprd | Trpc3 | Lpar3 | Moxd1 | Prkcq | Agtr1a | Kcnab1 |
| Nnat | Gna14 |  |  |  |  |  |

Genes are shown in the order displayed in the heatmap; the genes and order were chosen semi-empirically from top markers to highlight the similarities and differences between clusters.

# Supplementary material for: Diversity amongst trigeminal neurons revealed by high throughput single cell sequencing
**Source:** PLoS One. 2017 Sep 28;12(9):e0185543. doi: 10.1371/journal.pone.0185543
**Supplement:** S3 Table — Counts of positive cells using markers for trigeminal clusters, pan-neuronal genes and groups of neurons from multi-label ISH were compared with counts of positive cells in the Dropseq dataset. (a) Quantitation of positive cells in sections of the trigeminal ganglion probed by ISH with the pan-neuronal marker Scn9a in combination with one or two other markers of trigeminal neurons (see Methods). Positive STAMPs and STAMPs in the major clusters positive for a marker are also shown. We calculated z-scores between normally distributed proportions to determine whether differences between ISH and Dropseq data are significant; P values for a two tailed z-test are provided in the table (n.s.: not significant). Note that Trpv1 expressing neurons are significantly over-represented in the Dropseq data and Mrgprd cells are significantly under-represented both when STAMPs and clusters are analyzed. (b) Quantitation of positive cells in trigeminal sections probed by double label ISH with marker genes and Trpv1 compared to Dropseq positives by STAMP and cluster. Because Scn9a, S100b and Piezo2 probes all had the same RNAscope label, we compared each individually with Trpv1. In Dropseq data Trpv1 is over-represented relative to Scn9a, Piezo2 and S100b expressing neurons when compared with ISH data (P < 0.001, χ2 test for the extreme assumptions concerning overlap of expression both for cluster and STAMP analysis).

**S3 Table. ISH demonstrates biases in Dropseq representation of different neural classes**

**a**

|  | Cells positive for gene | | | Total Neurons | | % positive neurons | | | P-value | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | ISH | Dropseq by | | ISH (Scn9a) | Dropseq | **ISH** | Dropseq by | | ISH vs STAMPs | ISH vs Clusters |
|  |  | STAMP | Clusters |  |  |  | STAMP | Clusters |  |  |
| Trpv1 | 1000 | 1247 | 1461 | 3668 | 3580 | **27** | 35 | 41 | 1.8x10^-13^ | 2.5x10^-36^ |
| Trpm8 | 561 | 383 | 526 | 3668 | 3580 | **15** | 11 | 15 | 4.2x10^-7^ | n.s. |
| Nppb | 14 | 104 | 79 | 503 | 3580 | **3** | 3 | 2 | n.s. | n.s. |
| Cd34 | 84 | 313 | 440 | 503 | 3580 | **17** | 9 | 12 | 2.1x10^-8^ | 1.6x10^-3^ |
| Mrgprd | 1276 | 517 | 511 | 3899 | 3580 | **33** | 14 | 14 | 1.5x10^-82^ | 1.5x10^-82^ |

**b**

|  | Cells positive for gene | | | Positives for TrpV1 | | | Ratio gene/Trpv1 | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Gene | ISH | Dropseq by | | ISH | Dropseq by | | **ISH** | Dropseq by | |
|  |  | STAMP | Clusters |  | STAMP | Clusters |  | STAMP | Clusters |
| Scn9a | 3668 | 2834 | 3580 | 1000 | 1247 | 1461 | **3.7** | 2.3 | 2.5 |
| S100b | 1353 | 939 | 786 | 499 | 1247 | 1461 | **2.7** | 0.75 | 0.54 |
| Piezo2 | 1117 | 1789 | 1883 | 453 | 1247 | 1461 | **2.5** | 1.4 | 1.3 |

Counts of positive cells using markers for trigeminal clusters, pan-neuronal genes and groups of neurons from multi-label ISH were compared with counts of positive cells in the Dropseq dataset. (a) Quantitation of positive cells in sections of the trigeminal ganglion probed by ISH with the pan-neuronal marker Scn9a in combination with one or two other markers of trigeminal neurons (see Methods). Positive STAMPs and STAMPs in the major clusters positive for a marker are also shown. We calculated z-scores between normally distributed proportions to determine whether differences between ISH and Dropseq data are significant; p-values for a two tailed z-test are provided in the table (n.s.: not significant). Note that Trpv1 expressing neurons are significantly over-represented in the Dropseq data and Mrgprd cells are significantly under-represented both when STAMPs and clusters are analyzed. (b) Quantitation of positive cells in trigeminal sections probed by double label ISH with marker genes and Trpv1 compared to Dropseq positives by STAMP and cluster. Because Scn9a, S100b and Piezo2 probes all had the same RNAscope label, we compared each individually with Trpv1. In Dropseq data Trpv1 is over-represented relative to Scn9a, Piezo2 and S100b expressing neurons when compared with ISH data (P < 0.001, χ2 test for the extreme assumptions concerning overlap of expression both for cluster and STAMP analysis).

How the deposited data were processed for this re-analysis (not part of the article)

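Trigeminal ganglia of wild-type FVB/N mice were dissociated and their cells captured in 9 Dropseq runs, each from 20 to 30 mice. The paper's methods give the mice as 3 to 5 weeks old and of both sexes, and the sample labels as 3 to 6 weeks old. The authors sequenced the libraries on an Illumina MiSeq, mapped the reads to the mouse transcriptome with STAR, collapsed cell barcodes and UMIs, and deposited 1 table in which each value is a count of unique transcripts (UMIs) per gene and barcode, without normalization. The version of STAR, the genome build and the annotation are not named in the text. The table joins the barcodes of all runs, with a minimum of 1000 UMIs each, and the barcodes do not name the run. All values were whole numbers. The 9 runs have 1 condition and none could be told apart, so the cells were analysed as 1 pooled sample. No test between groups of cells was made, no standard deviation between runs could be given, and the intervals cover counting error only.

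The first selection kept barcodes with at least 1000 UMIs, 200 to 8500 genes and a mitochondrial share of up to 0.3, read as a fraction, because the limit read as a percent kept 74 barcodes. The rule for this reading was set down before the values were seen. The 6441 cells kept, with 18578 genes, were clustered with Seurat 5.3.0 in R 4.3.3. Counts were log-normalized to 10000 per cell, variable genes were taken with a mean of 0.0125 to 3 and a dispersion above 0.5, and total UMIs and mitochondrial share were regressed out. The first 20 principal components (seed 42) entered a neighbour graph, which the smart local moving algorithm (seed 0) divided. The paper's text does not name the resolution, so it was the lowest from 0.4 to 4 in steps of 0.2 that gave at least 21 clusters for all cells (0.8) and at least 15 for neurons (0.6). The number of clusters is therefore not a result.

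Clusters were named from marker lists written beforehand. The lists for sensory neurons, glia, epithelial, anterior pituitary, vascular endothelial, mural or smooth muscle, fibroblast, immune and red blood cells were common markers and genes of the paper's methods. Those for C1 to C13 were taken from S1 Table and, for C10 to C13, from S2 Table and the text. A gene of a list counted when at least 10% of the cells of a cluster had a UMI of it and its mean share of UMIs was at least 2 times that in all other cells. A name needed at least 3 such genes and over 33.3% of the list. A name of a neuron class also needed one of them among the 10 leading genes of the cluster or 75% of the list. A class without a cluster of its own was joined to the cluster with most of its genes, if that had at least 50% of them. Clusters were kept as neuronal when the median share over Tubb3, Scn9a, Snap25, Nefl, Nefm and Uchl1 was at least 50% and markers of other cells, Mbp and Epcam among them, each stayed below 50%. The rules for naming and for neuronal clusters were set after the clusters had been seen. Neurons then had to have 500 to 7500 genes and a mitochondrial fraction of up to 0.2, and genes seen in fewer than 6 of them were left out of the clustering.

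Computations outside Seurat used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0, and plots matplotlib 3.10.9. Scrublet (scanpy 1.11.5) called 1 of 6441 cells a doublet at a threshold of 0.565, which was taken to mean that it had not worked, so no cell was left out as a doublet. Shares of cells have exact binomial (Clopper-Pearson) 95% intervals, and CPM, the UMIs of a gene per 1000000 UMIs of a group, exact Poisson intervals. The limit for a share of 0 is 3 counts of the total and limits cells with a UMI, not cells that express a gene. For comparisons at a fixed depth, the UMIs of each cell were drawn at random without replacement down to 1000 (seed 1). Background was judged in glia-like and red blood cell-like cells.

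The genes named are those the paper names in a statement on the Dropseq data, the genes of the marker lists, and for each unnamed cluster its 5 genes of largest fold among genes seen in at least 25% of its cells. This rule was fixed beforehand. Genes outside it are those of the explanations tested in the closing section (odorant receptor genes, Xist and genes of the Y chromosome, and lists for granule and autonomic neurons, oligodendrocytes and free pituitary RNA). Because many named genes took part in the clustering, values by class come from a clustering without them, with 2374 variable genes, except where the text says otherwise. The closing section uses the classes of the clustering with them.

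The alternatives were 15 or 25 principal components, 2000 variable genes by vst, the named genes left out, no regression, fixed resolutions of 1 and 2, genes seen in at least 120 or 500 neurons, at least 900 genes per neuron, a random 1800 neurons (seed 1800), thinning to 1000 UMIs, a minimum of 2 UMIs of a gene, neurons picked cell by cell, and other mitochondrial limits. Leaving out the highest 5% of doublet scores, keeping 1 barcode of those with the same first 11 bases, and a fixed resolution of 0.6 with genes seen in at least 500 neurons, were added after the data had been seen. For the closing section, a list of marker genes written beforehand counted as present when most of its genes were at least 10-fold higher with over 3 UMIs. It counted as excluded only where most of its genes had at least 10 UMIs, a condition added after the first outcome of the granule and autonomic lists had been seen, which moved both from excluded to undecided. The share of Xist among neurons whose sex could be read was likewise added after the first outcome of the test of sex, and moved that explanation from excluded to undecided, while females in 1 cluster and males in the other, tested later on these shares, were excluded. The explanation of Gh in C7-like neurons moved from excluded to undecided, because Gh itself was not higher there at 1000 UMIs, a condition added after the outcome had been seen.

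The naming of classes was tested on simulated data with 3598 neurons and 21536 genes. Each neuron was drawn from the mean profile of its named class, so neurons of a class differed only by depth and counting error. They were clustered to at least 11 clusters, the number of names put in, where the real neurons were clustered to at least 15. All simulated neurons were given the class they were drawn from, which is an easy case for these reasons. With the true classes given, 97% of 200 genes changed in C1-like neurons were within 0.5 log2 units of the change put in. This used mean shares of UMIs per neuron, so the ratio of CPM between groups was not tested. The in situ hybridization data, the tSNE plots and clustering, and the comparison with the dorsal root ganglion were not analysed here.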

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

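The tests of the anterior pituitary and of the cluster led by Ermn were chosen only after the result was seen. Each result below is a gene that the paper does not discuss, seen in a group of cells that the paper does not analyse, above the limit that a count of 0 allows. Of the genes named here, Gh, Flt1 and those that led a cluster were among the genes chosen by a fixed rule, and the design, with 1 condition, gives no biological comparison, so no biological explanation was tested for any of them.

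Gh was seen in 94.2% (92.4 to 95.6%) of the 889 cells of 3 clusters, which also hold Prl. A candidate explanation is that cells of the anterior pituitary came along with the ganglia. Epcam, which the marker list of the pituitary does not hold, served as a test, because the paper describes Epcam-positive cells as epithelial. Of the 1089 cells with Epcam, 65.2% (62.3 to 68.0%) lay in these clusters. Epcam cannot tell pituitary cells from another epithelial source, because 84.2% of epithelial-like cells had it too. The share therefore shows only where most cells with Epcam lay. The most abundant hormone genes of these 3 clusters had a CPM of 218273 (Gh), 34707 (Prl), 3851 (Pomc) and 1787 (Cga). The same genes were also seen in neurons, with Gh in 43.1% of them, so their presence in a single cell does not tell its type.

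Hemgn was seen in 63.0% of the 489 red blood cell-like cells and 0.656% of neurons, and Flt1 in 68.5% of the 184 vascular endothelial-like cells and 0.519% of neurons. Both groups have a lower median depth than neurons, 1396 and 1473.5 UMIs, so depth does not raise these shares above those of neurons. Haemoglobin genes took 3.85% of all UMIs of the table. Where these cells came from was not tested.

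Stoml3 was seen in 76.3% of the 236 cells of a cluster and 1.75% of neurons, with Omp in 78.4% and 5.03%. Olfactory sensory neurons that came along with the ganglia are a candidate source. The test was on odorant receptor genes, which had not been looked at before. Of 1606 UMIs of 260 such genes, 1373 or 85.5% (83.7 to 87.2%) fell in this cluster, which holds 1.27% of all UMIs. Of its most abundant marker genes, Omp and Stoml3 were both seen in neurons at the low shares given.

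Zic1 was seen in 68.7% of the 150 cells of a cluster and 0.601% of neurons. Tubb3 was seen in 64.7% of these cells and Scn9a in 6.00%. Granule neurons of the cerebellum that came along with the ganglia could be a source, and a list of their marker genes was tested with the 5 genes analysed, of which only those with over 3 UMIs in the cluster could count. By this rule 1 gene, Cbln1, was at least 10-fold higher in this cluster than in all other cells, by 34.1-fold with 24 UMIs. Fat2 was 35.3-fold (3.36 to 215) higher with 2 UMIs and did not count, Calb2 was 3.95-fold higher with 10 UMIs, and Cbln3 and Grin2c had none in the cluster. All 5 genes were also seen in other cells. Granule neurons and another source cannot be told apart here, because most genes of the list had too few UMIs to decide.

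Car1 was seen in 52.1% of the 167 cells of a cluster led by Car1, Vamp5, Pbk, Cox6b2 and Myb, and in 0.191% of neurons. Vpreb3 was seen in 78.1% of the 128 cells of a cluster led by Vpreb3, Mzb1, Igll1, Ighm and Vpreb1, and in 0.574% of neurons. No marker list gave these clusters a name, and their source was not tested.

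Among the neurons, Ermn was seen in 47.2% of the 36 cells of a cluster and 0.331% of the other neurons. An oligodendrocyte and a sensory neuron in 1 droplet is a candidate explanation. At 1000 UMIs, Tubb3 was seen in 77.8% of these cells, 8.51% of glia-like cells and 75.7% of the other neurons, Scn9a in 50.0%, 1.89% and 46.2%, while Mobp was seen in 69.4%, 53.2% and 0.525%. The share of Mobp in the other neurons argues against free RNA spread alike over the neurons. The median UMIs of the cluster were 0.536 of those of the other neurons, 1717.5 against 3201.5, where a whole second cell would add UMIs. Of these cells, 63.9% (46.2 to 79.2%) were among the highest 5% of doublet scores, against 4.83% of the other neurons. With these scores left out, an alternative chosen after the result was seen, no cluster was led by Ermn, which follows from the loss of 23 of its 36 cells. The score measures the mixed expression itself, and Scrublet was taken not to have worked, so neither value decides between the explanations. Paired cells and neurons with attached fragments cannot be told apart, because the neuron genes go with a neuron in the droplet and the depth goes against a whole second cell.

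Vip was seen in 100% of the 24 neurons of a cluster and 0.495% of the other neurons, with Dbh in 37.5%. Autonomic neurons that came along with the ganglia could be a source. Of a list of autonomic marker genes, 6 were analysed and 2 with over 3 UMIs were at least 10-fold higher than in the other neurons, Chrna3 by 55.6-fold with 35 UMIs and Phox2a by at least 1017-fold with 16 UMIs against none elsewhere. Ecel1, with 3 UMIs against 2 elsewhere, and Slc18a2, with 2, did not count. The ratio of Ecel1 was 286 (32.8 to 3424) as observed and 191 with the floor of 3 counts elsewhere that was also used for Phox2a, and that of Slc18a2 5.87 (0.696 to 22.1), and Gata2 and Gata3 had none in the cluster. Of the list, 5 genes were also seen in the other neurons, at low levels. Whether these are autonomic neurons cannot be told apart from other sources, because most of the list had too few UMIs in 24 cells.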

How the results depend on the processing

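Leaving out the highest 5% of doublet scores, keeping 1 barcode per first 11 bases, and clustering on genes seen in at least 500 neurons at a fixed resolution of 0.6, were chosen only after the result was seen. All other alternatives, and the results they were tried on, were set before the data were examined. The log2 ratios of Nefh and Gal kept their sign in the 11 clusterings set in advance and in 2 added ones, and were not taken under the other alternatives. At 1000 UMIs, the order was reversed for Trpa1 in neurons with and without Mrgprd, 6.46% and 9.87% in place of 27.3% and 20.4%, and for Piezo2 and Trpv1 in C11-like neurons, 24.1% and 27.8%, which overlap. Because there is 1 pooled sample, a value counts as moved when it left the 95% interval of the reported value, and a count when it changed by more than 1.5 times.

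The mitochondrial limit read as a percent kept 74 barcodes in the first selection, in place of 6441, and no such limit kept 6464. The percent reading is stricter by construction. The number of neurons kept ran from 2515 when they were picked cell by cell to 3684 without a mitochondrial limit, with 3460 and 3590 for the first 2 added alternatives, all within 1.5 times the reported number. The names found numbered 11 to 13 in all 11 clusterings set in advance and in those without the highest doublet scores and with 1 barcode per first 11 bases. At the fixed resolution of 0.6 with genes seen in at least 500 neurons, 9 names were found, because C11 and C12 shared a cluster and so did C4, C5 and C6.

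The share of neurons with at least one of Trpv1, Trpm8 and Piezo2 moved from 81.7% to 51.4% when every neuron was thinned to 1000 UMIs, to 61.1% with at least 2 UMIs of the gene, to 85.1% with 900 to 7500 genes per neuron and to 71.8% with neurons picked cell by cell. Thinning, and the demand for 2 UMIs, lower it by construction, and for the other alternatives the cause was not tested. The share of Trpm8-positive neurons with Trpv1 moved from 27.2% to 12.8% on thinning and to 17.4% with at least 2 UMIs, and was 28.4% with 900 genes and 25.7% cell by cell, both within its interval. The ratio of Piezo2-positive to Trpv1-positive neurons moved from 1.46 to 1.87 on thinning, to 1.92 with at least 2 UMIs and to 1.24 cell by cell, and was 1.45 with 900 genes. The cause was not tested for the ratio, whose interval is approximate because it ignores neurons with both genes. The first 2 added alternatives gave 82.1% and 82.2%, 27.0% and 27.6%, and ratios of 1.43 and 1.45, all within the intervals.

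The share of double-positive neurons in the C1-like and C2-like classes was between 82.1% and 84.3% in the 11 clusterings set in advance and between 82.5% and 84.0% in the first 2 added ones. The log2 ratio of Nefh between these classes moved to 1.87 with genes seen in at least 500 neurons, and that of Gal moved to -2.22 with a random 1800 neurons. The cause was not tested. Under the other alternatives the ratio of Nefh was 1.70 to 1.79 and that of Gal -2.65 to -2.44, within their intervals.

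Of 55 shares of cells with a marker gene inside its class, 52 stayed within their intervals. The share of Mrgprd moved to 87.6% with 15 principal components and to 88.0% without the named genes, and that of Mrgpra3 to 60.6% with genes seen in at least 500 neurons. Of 10 such shares under the first 2 added alternatives 1 moved, that of Mrgprd to 86.7% without the highest doublet scores. The cause was not tested. For 38 named genes, thinning lowered the share of neurons with a UMI in 38, and at least 2 UMIs moved 37. The limit of 900 genes moved 17 and lowered none of those, and picking cell by cell moved 30. The first 2 added alternatives moved none of 76 shares.

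Depth limits what a share can show. A gene seen in 79.4% of neurons with all UMIs, Scn9a, was seen in 46.2% at 1000 UMIs, so a cell without a UMI of a gene was not read as one without expression. No paired analysis was possible because the barcodes name no run, and the tests by edgeR and DESeq2 on counts summed per run, their alternatives without a filter and without the run as a block were not run for this reason. Leaving out the cells called by Scrublet concerned 1 neuron. It was run for the clustering, where it gave the same 11 names and an adjusted Rand index of 0.973, so an index of this size follows from 1 cell, and it was not taken for the other results.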

Differences from the paper's values

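None of the 60 values compared with the paper's text and supplementary tables differed by more than 1.5-fold and beyond the counting error. Against the shares of neurons in S1 Table, which are the paper's, the 38 values compared differed by a median of 0.00432 and at most 0.0630, as fractions. The C1-like and C2-like classes together held 527 neurons, the C3-like class 452, the C13-like class 516 and the C11-like class 79, where the paper gives 526, 440, 511 and 79.

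The paper's methods leave 6998 libraries after the first selection. The limits on genes left 6464 barcodes of the table here, and the mitochondrial limit read as a fraction 6441. Before these limits the table holds 1 barcode fewer than the paper's libraries. The mitochondrial limit in percent, as the methods print it, kept 74.

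At least one of Trpv1, Trpm8 and Piezo2 was seen in 81.7% of neurons, where the paper gives 75%. With neurons picked cell by cell, an alternative set before the data were examined, the share was 71.8%. The paper gives 3580 neurons and 3658 were kept here. With 1 barcode per first 11 bases, an alternative chosen after seeing the values, 3590 were kept.

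The paper numbers 13 clusters. Here 11 names covered these classes, with C4 and C6 in a shared cluster and C9 and C10 in another, and at a fixed resolution of 1, set before the data were examined, all 13 had clusters of their own. They also had them without the highest 5% of doublet scores, an alternative chosen after seeing the values.

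The paper states that C4 to C6 collapse into a single cluster when at least 900 genes are required. Here, at a resolution of 0.6, they had clusters of 298, 51 and 157 neurons. With genes seen in at least 500 neurons, the paper states that C11 and C12 merge, that C7 goes into other clusters and that C5 merges with C4. With the resolution raised to 1.2 to reach at least 15 clusters, a rule that works against merging, they had clusters of their own here, with 79, 61, 191, 50 and 303 neurons in C11, C12, C7, C5 and C4. At a fixed resolution of 0.6, an alternative chosen after seeing the values, C11 and C12 shared a cluster of 140 neurons, C4, C5 and C6 shared one of 589, and C7 kept one of 186.

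The paper states that Mrgprb4 is absent from the data. It was seen with 3 UMIs in 2 neurons, and in none with every neuron thinned to 1000 UMIs, an alternative set before the data were examined. The paper states that Slc17a8 is not particularly selective for C3. Of the 70 neurons with it, 71.4% were C3-like, although its share of C3-like neurons was 11.1%. S1 Table lists Gh as a marker of C7. At 1000 UMIs, Gh was seen in 18.0% of C7-like and 17.1% of other neurons. Gh was among the 5 leading genes by fold of the C7-like cluster in 3 of 16 clusterings, those with at least 900 genes per neuron, without the cell called by Scrublet and with 1 barcode per first 11 bases, the last chosen after seeing the values.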

Other observations

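The tests of oligodendrocyte RNA in C3-like neurons, and of depth alone and of females in 1 cluster and males in the other behind the paired clusters, were chosen only after the result was seen. The design names no condition that differs between cells. Sex of the mice was the only biological explanation tested, and only for the paired clusters. Age stays open wherever it applies, and so does sex, except for females in 1 cluster and males in the other.

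In 90 pairs, barcodes shared their first 11 bases. Both barcodes of a pair fell in the same cluster in 84 of them, 93.3% (86.1 to 97.5%), against 8.75% of random pairs. A bead read as several barcodes, with bases missing at the end, is a candidate explanation for these pairs. In all, 528 barcodes end in N.

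Gh was seen in 43.1% of neurons, a share that falls to 17.2% at 1000 UMIs. Free RNA from pituitary cells is a candidate explanation. The test used the 30 most abundant genes chosen as higher in the anterior pituitary-like clusters than in other cells. All were seen in neurons. The rank correlation between CPM there and CPM in neurons was 0.495, across genes that are not independent replicates. This correlation lies between the values set for and against this explanation, which were 0.5 and 0.2. Not all of these genes were low in neurons. Pcsk1n had a CPM of 1697 in the pituitary-like clusters, 1066 in neurons and 161 in other cells. Scg2 had 2107, 778 and 183. The correlation therefore does not measure free RNA alone. At 1000 UMIs, Gh was seen in 30.5% of glia-like, 54.3% of vascular endothelial-like and 67.1% of red blood cell-like cells, which differ by more than counting error. The share in neurons lies below all of these and was read as background, not as expression. Whether pituitary cells are its source stays open, because the cell types may come from the runs in unequal parts and the barcodes do not name the run.

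Gh is among the C7 markers of S1 Table. A part of the runs with more free pituitary RNA could raise it in C7-like neurons, and Prl, Pomc and Cga would then be raised too. Of these 3 genes, 0 were seen in more C7-like neurons beyond the 95% intervals at 1000 UMIs. The shares in C7-like and other neurons were 2.93% and 2.66% for Prl, 1.46% and 1.45% for Pomc, 0.488% and 0.579% for Cga, and 18.0% and 17.1% for Gh. Because Gh itself was not seen in more C7-like neurons at this depth, the test decides nothing.

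Mbp had a CPM 3.07-fold (2.74 to 3.42) that of other named neurons in C3-like neurons. RNA of an oligodendrocyte, or an attached one, could be the source, and would bring the other genes of such cells. The median fold over Mobp, Mag, Mog and Cldn11 was 0.782, with 0.860 for Mobp, 0.755 for Mag, 0.808 for Mog and 0.732 for Cldn11, which argues against this source. No other explanation was tested.

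A candidate explanation, 2 neurons in 1 droplet, or free RNA, might give the 106 neurons with both Trpm8 and Trpv1. Such pairs would bring Mrgprd, a gene of another large class, about as often relative to chance. None of the 389 neurons with Trpm8 had Mrgprd, where chance would give 56.6, so the ratio to chance for Mrgprd divided by that for Trpv1 was 0. A count of 0 allows a share of up to 0.771%. This argues against pairs of neurons formed at random, and against free RNA, as the source of most neurons with both Trpm8 and Trpv1. Pairs that form between particular classes were not tested.

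Xist and a gene of the Y chromosome (Ddx3y, Eif2s3y, Kdm5d or Uty) were seen together in 36 neurons, where chance would give 224.6 from 874 neurons with Xist and 940 with a Y gene. The ratio was 0.160, and 0.0734 at 1000 UMIs, with 2 neurons where chance would give 27.2. Droplets with cells of different sex, or free RNA, could give such neurons. Their median of 18526.5 UMIs, against 5106 for neurons with Xist or a Y gene alone, shows that they are the deepest neurons, in which a low background is more often seen. Droplets with more than 1 cell and free RNA cannot be told apart from these values, because too few neurons have both genes at 1 depth.

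The C3-like class fell into clusters of 233 and 219 neurons, and the C13-like class into clusters of 187 and 329, and in each class Gh was seen in more neurons of the first. A difference in depth alone is argued against by Gh at 1000 UMIs, which was seen in 22.7% and 5.02% of the C3-like and in 23.0% and 10.9% of the C13-like clusters, a smallest difference of 12.1 percentage points. Groups of runs that were handled differently could give such pairs. Across 4016 genes of at least 50 CPM, the log2 ratios of the C3-like pair and of the C13-like pair had a rank correlation of 0.469, and all 23 genes with at least a 2-fold difference in both pairs went the same way. Barcodes ending in N made up 11.2% and 5.48% of the C3-like and 9.09% and 5.17% of the C13-like clusters, with intervals that overlap. Neurons of females against neurons of males are another candidate explanation. At 1000 UMIs, the largest difference in the share of neurons with Xist was -1.95 percentage points, within the counting error. With all UMIs, the CPM of Xist was 67.5 (56.3 to 80.3) and 142 (123 to 164) in the C3-like and 47.2 (37.9 to 58.1) and 95.6 (80.4 to 113) in the C13-like clusters, lower in the first of each pair. Among neurons with Xist or a Y gene alone, those with Xist made up 44.0% and 59.2% of the C3-like and 42.1% and 62.8% of the C13-like clusters. The rarer sex therefore made up at least 37.2% (28.6 to 46.4%) of each cluster, which argues against females in 1 cluster and males in the other. Groups of runs stay open, and so does an unequal mix of the sexes, because the barcodes do not name the run.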
